# Inhibition of mitochondrial function by metformin increases glucose uptake, glycolysis and GDF-15 release from intestinal cells

**DOI:** 10.1038/s41598-021-81349-7

**Published:** 2021-01-28

**Authors:** Ming Yang, Tamana Darwish, Pierre Larraufie, Debra Rimmington, Irene Cimino, Deborah A. Goldspink, Benjamin Jenkins, Albert Koulman, Cheryl A. Brighton, Marcella Ma, Brian Y. H. Lam, Anthony P. Coll, Stephen O’Rahilly, Frank Reimann, Fiona M. Gribble

**Keywords:** Cell biology, Physiology, Endocrinology, Gastroenterology, Medical research, Molecular medicine

## Abstract

Even though metformin is widely used to treat type2 diabetes, reducing glycaemia and body weight, the mechanisms of action are still elusive. Recent studies have identified the gastrointestinal tract as an important site of action. Here we used intestinal organoids to explore the effects of metformin on intestinal cell physiology. Bulk RNA-sequencing analysis identified changes in hexose metabolism pathways, particularly glycolytic genes. Metformin increased expression of *Slc2a1* (GLUT1), decreased expression of *Slc2a2* (GLUT2) and *Slc5a1* (SGLT1) whilst increasing GLUT-dependent glucose uptake and glycolytic rate as observed by live cell imaging of genetically encoded metabolite sensors and measurement of oxygen consumption and extracellular acidification rates. Metformin caused mitochondrial dysfunction and metformin’s effects on 2D-cultures were phenocopied by treatment with rotenone and antimycin-A, including upregulation of GDF15 expression, previously linked to metformin dependent weight loss. Gene expression changes elicited by metformin were replicated in 3D apical-out organoids and distal small intestines of metformin treated mice. We conclude that metformin affects glucose uptake, glycolysis and GDF-15 secretion, likely downstream of the observed mitochondrial dysfunction. This may explain the effects of metformin on intestinal glucose utilisation and food balance.

## Introduction

Metformin is the world’s most prescribed drug for type 2 diabetes mellitus (T2DM). The American Diabetes Association (ADA) and European Association for the Study of Diabetes (EASD) have recommended metformin along with lifestyle interventions for the first-line management of T2DM^1^. Metformin lowers blood glucose and insulin levels, and reduces diabetes related morbidity^2–4^. In contrast with many other antidiabetic agents, metformin also causes weight loss^5^.

Despite being used since the 1950s, the mechanisms of metformin action are still debated. Until recently it was widely accepted that the main mechanism of metformin action is by suppressing hepatic gluconeogenesis^6^. Experiments in isolated hepatocytes demonstrated that high concentrations of metformin inhibited mitochondrial oxygen consumption, through suppressing complex I of the electron transport chain^7^. Other studies have centred on the role of metformin in activating AMP-activated kinase (AMPK), either by lowering the ATP/ADP ratio or activating the upstream kinase LKB-1^8–10^. AMPK independent pathways have also been postulated, including inhibition of intracellular cAMP levels or the glycerolphosphate shuttle^11,12^. However, recent studies have reported metformin to increase, rather than decrease hepatic gluconeogenesis in T2DM patients^13,14^.

It has been argued that the gastrointestinal (GI) tract is a more important site of metformin action^15^. Measurements of ^14^C-metformin biodistribution in mice showed that within the first 4–6 h following oral gavage metformin accumulates at higher concentrations in the small intestine, compared with the liver or blood^16^. Metformin was also more effective at lowering blood glucose levels in streptozotocin induced diabetic rats when administered via an intraduodenal route compared with hepatic-portal and intravenous infusions, despite matched plasma concentrations^17,18^. Several clinical trials involving administering a “delayed-release” metformin formulation with lower bioavailability demonstrated similar efficacy as immediate release formulations in lowering blood glucose levels in patients with T2DM^19,20^.

Further implicating the intestine as an important target organ for metformin are observations from Position Emission Tomography-Computed Tomography (PET–CT) imaging in mice and T2DM patients demonstrated that oral metformin administration caused the non-metabolisable fluoro-deoxyglucose (F-2DG) tracer to accumulate in the gut, which correlates with its blood glucose lowering effect^21–25^. The weight loss but not glucose-lowering effects of metformin are attributable to increased circulating levels of Growth-differentiation factor 15 (GDF-15)^26–29^. GDF-15 is a stress-induced hormone which acts on its cognate receptor GFRAL expressed exclusively in the area postrema and Nucleus Tractus Solitarii of the brainstem to induce taste aversion^30,31^. We have previously identified the small intestine, colon and kidneys as the primary organs which elicit increased *Gdf15* mRNA expression in high fat diet (HFD)-fed mice after oral metformin gavage, suggesting that the GI tract acts as an endocrine organ in releasing GDF-15 as the mechanism of metformin-mediated weight loss^26^.

In the present study, we analysed the transcriptome and performed metabolic measurements in intestinal cultures to evaluate mechanisms of metformin action in intestinal cells, followed by confirmation of findings in 3D intestinal organoids and intestinal tissues from HFD-fed mice. Our observations suggest that mitochondrial dysfunction caused by metformin is central to its effects on glucose uptake, metabolism and GDF-15 release.

## Results

### The effects of metformin on the transcriptome of intestinal cultures

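The libraries came from 2 organoid lines, GIP-Cre tdRFP and SST-Cre tdRFP, in which Cre recombinase under a hormone gene's promoter switches on a red fluorescent protein in a type of enteroendocrine cell. Each line gave 3 control and 3 metformin treated cultures, so that 12 libraries in 4 groups were compared. The cultures of a group are repeat platings of a single organoid line. The p-values therefore take cultures as the replicates and speak for these 2 lines only. All cells of the culture were sequenced together, so the values are means over enterocytes, secretory cells and dividing cells. The authors sequenced poly(A)-selected RNA with a stranded protocol, aligned the reads to GRCm38 with STAR 2.5.0 and deposited a table of read counts per gene. The counts are whole numbers for 53465 genes, of which 30163 had 0 counts in every library, and are not corrected for transcript length, so levels of different genes compare only roughly. Counts assigned to genes ranged from 13268270 to 25223679 per library, with a median of 20394538. Reads that align to several places made up 30.08% to 36.11% of each library and are kept apart from the gene counts, so genes with near-identical copies are counted low. Whether the counting used the strand of the reads is not given in the sources used here, so genes that overlap another gene on the opposite strand are less certain. GIP-Cre control replicate 3 stood apart from the other libraries. It had 16.21% of its reads in no annotated feature, against 2.11% to 4.42% in the other 11 libraries, and *Gm42418*, a gene that overlaps ribosomal RNA sequence, took 15.04% of its gene counts, against 0.34% to 2.8%. Its log2 counts correlated with those of the other libraries of its group at r = 0.942 across genes, which are not independent replicates, while pairs of libraries within groups otherwise reached 0.983 to 0.989. The library was kept, and the numbers of called genes, of called list members and of lists that passed camera were also counted without it.

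**Figure D1:**
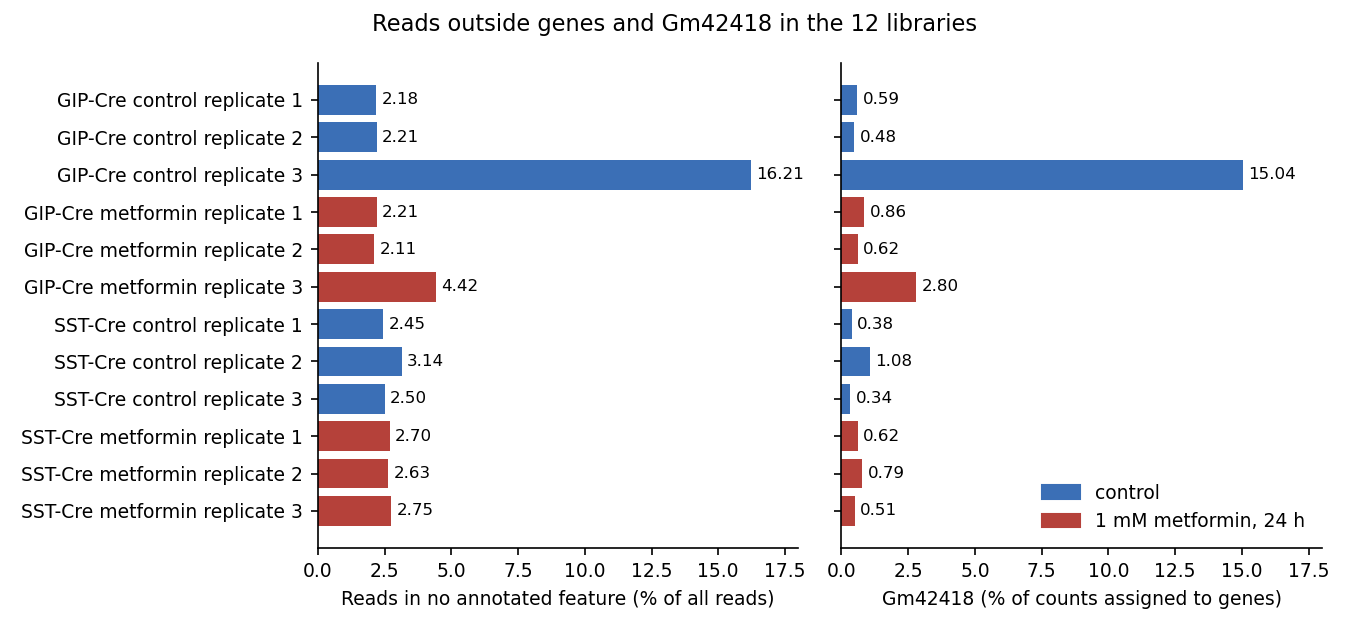
Bars give, for each of the 12 libraries, the percentage of reads in no annotated feature (left) and of gene counts in *Gm42418* (right), in blue for control and red for metformin. GIP-Cre control replicate 3 stands at 16.21% and 15.04%.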

To investigate the transcriptomic responses associated with metformin treatment in intestinal cells, we performed RNA-sequencing on 2D monolayer cultures of mouse duodenal organoids treated with vehicle control or 1 mM metformin for 24 h (Supplementary Figure 1). 

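Over both organoid lines, 3110 genes were higher and 3620 lower with metformin of 13174 genes tested, that is 51.1% of them. The genes with the smallest p included *Eml2*, which encodes a microtubule-associated protein, with a log2 fold change of 2.34 (standard error 0.09, adjusted p = 1.28e-09, quasi-likelihood F test). *Sema7a*, a membrane-anchored semaphorin, rose by 3.80 (standard error 0.166, adjusted p = 2.54e-09, quasi-likelihood F test). Among the lower genes were *Fam13b* at -4.11 (standard error 0.179, adjusted p = 2.54e-09, quasi-likelihood F test) and *Smg5*, a factor of nonsense-mediated mRNA decay, at -2.66 (standard error 0.118, adjusted p = 2.64e-09, quasi-likelihood F test). *Eml2* (ENSMUSG00000040811) lies on chromosome 7 from 19176421 to 19206482. *Sema7a* (ENSMUSG00000038264) lies on chromosome 9 from 57940112 to 57962865. *Fam13b* (ENSMUSG00000036501) lies on chromosome 18 from 34442351 to 34506831. *Smg5* (ENSMUSG00000001415) lies on chromosome 3 from 88336260 to 88362338 of GRCm38. A gene counted as higher or lower when edgeR's quasi-likelihood F test, with the organoid line as a term, gave an adjusted p under 0.05 and the log2 fold change was at least 0.3 in size. Of 164 genes named in the text that passed, 155 had all 6 metformin libraries beyond every control library of their line, which describes genes named for passing the test and is no further evidence.

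The response was shared in the main between the lines and larger in the SST-Cre line. Tested in each line, 2381 genes were higher and 2612 lower in the GIP-Cre line, and 2981 were higher and 3504 lower in the SST-Cre line. Higher in both lines were 1783 genes, where 539 would be expected from independent lists, and 1907 were lower in both, where 695 would be expected. The median size of the log2 fold change among genes that passed over both lines was 0.76 in the GIP-Cre and 0.98 in the SST-Cre line. For 1261 genes the metformin effect differed between the lines by the test of the interaction, of which 656 moved the same way and further in the SST-Cre line, 126 the same way and further in the GIP-Cre line, and 479 had estimates of opposite sign. Without GIP-Cre control replicate 3 these counts were 1747, 417 and 1191, and 2355 genes were higher and 2425 lower in both lines. With all libraries, only 55 of the 479 genes were also called in opposite directions in the 2 lines. *Acta1*, skeletal muscle actin, rose by 3.00 on the log2 scale in the GIP-Cre and 5.37 in the SST-Cre line, a difference of 2.37 (standard error 0.187, adjusted p = 6.26e-05) in the interaction's quasi-likelihood F test. *Lrrc14* had -0.70 in the GIP-Cre and -4.49 in the SST-Cre line, a difference of -3.78 (standard error 0.269, adjusted p = 3.62e-05) in that test. The count of 1261 depended on the libraries: it was 3355 without GIP-Cre control replicate 3 and 681 to 832 without GIP-Cre metformin replicate 1 or 2, any SST-Cre control, or SST-Cre metformin replicate 1 or 3. It was also 2077 with DESeq2, 3848 with limma's voom and 433 at an adjusted p under 0.01.

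**Figure D2:**
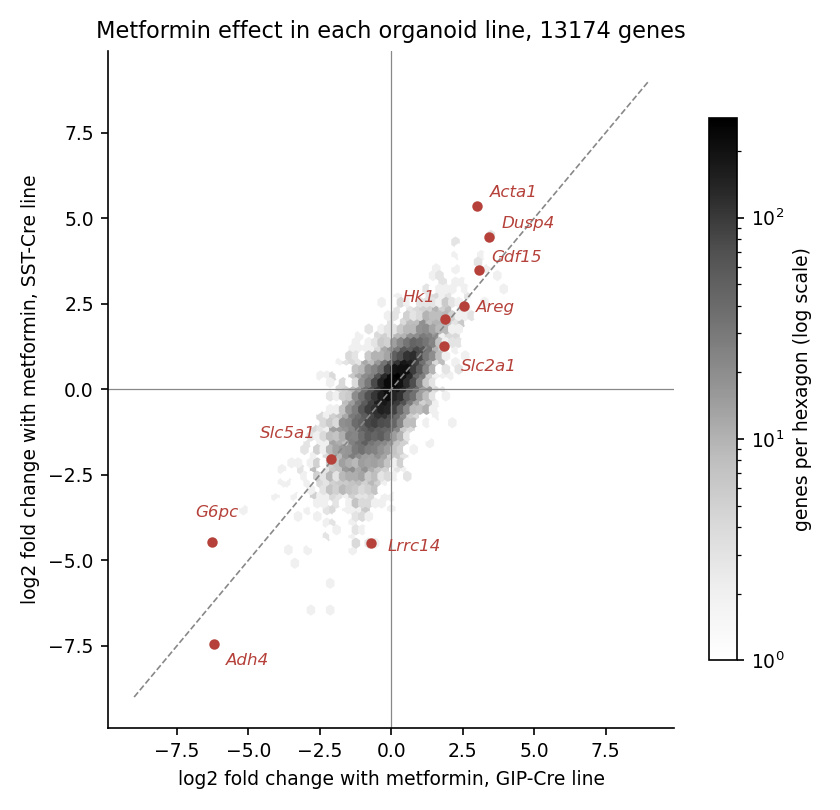
Each hexagon counts genes (log scale) by their log2 fold change with metformin in the GIP-Cre line (x axis) and the SST-Cre line (y axis), for 13174 tested genes. The dashed line marks equal change, red points mark named genes, and r across genes is 0.713.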

The RNA-seq analysis identified 2378 upregulated and 1660 downregulated genes associated with metformin treatment out of the 15,194 genes mapped to the database; the top 50 genes ranked based on statistical significance are depicted in a volcano plot (Fig. 1a). Using Kyoto-Encyclopedia of Genes and Genomes (KEGG)^32^ pathway enrichment analysis, we found changes in several signalling pathways, predominantly DNA or RNA repair/replication, lysosome and the cell cycle (Fig. 1b and Supplementary Figures 2–4). 

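Genes of DNA replication were mostly lower with metformin: of 42 tested members, 1 was higher and 33 were lower (1 higher and 34 lower when adjusted over the list alone). *Fen1*, the flap endonuclease that matures Okazaki fragments, had a log2 fold change of -1.88 (standard error 0.089, adjusted p = 3.69e-09, quasi-likelihood F test), and *Rpa2*, a subunit of the single-strand binding protein, one of -1.42 (standard error 0.118, adjusted p = 4.67e-07, quasi-likelihood F test). The member that rose was *Pold4*, the small subunit of DNA polymerase delta, at 1.19 (standard error 0.106, adjusted p = 8.24e-07, quasi-likelihood F test). Of 26 tested members of a list of mitosis genes, 0 were higher and 15 lower by edgeR's test, also when adjusted over the list alone (0 higher at an unadjusted p under 0.05 and in DESeq2, 1 in limma's voom, and 1 without GIP-Cre control replicate 3). *Foxm1*, a transcription factor of dividing cells, had -1.45 (standard error 0.156, adjusted p = 4.44e-06, quasi-likelihood F test), *Cdc20*, the activator of the anaphase-promoting complex, -0.74 (standard error 0.13, adjusted p = 0.000292, quasi-likelihood F test), and *Birc5* (survivin) -0.86 (standard error 0.158, adjusted p = 0.000427, quasi-likelihood F test). Their changes differed between the lines for *Cdc20*, at -1.12 in the GIP-Cre and -0.37 in the SST-Cre line (interaction adjusted p = 0.00869, quasi-likelihood F test), and for *Birc5*, at -1.34 and -0.38 (interaction adjusted p = 0.00448, the same test). The DNA replication list fell less in the SST-Cre line, with 1 member higher and 34 lower in the GIP-Cre and 2 higher and 23 lower in the SST-Cre line. Of its members, 12 passed the test of the interaction, and camera on the interaction gave an adjusted p of 1.33e-08, and adjusted p = 0.0131 with an estimated correlation. For mitosis, with 18 members lower in the GIP-Cre and 3 higher and 8 lower in the SST-Cre line, that call (adjusted p = 1.38e-06) was lost at adjusted p = 0.284 with an estimated correlation.

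Lysosomal genes went the other way. Of 61 tested members, 36 were higher and 3 lower (36 and 3 when adjusted over the list alone). *Neu1*, lysosomal sialidase, rose by 1.38 on the log2 scale (standard error 0.073, adjusted p = 9.34e-09, quasi-likelihood F test), from 195 ± 6.05 to 485 ± 21.7 CPM (counts scaled to a common library size; mean ± SD, n = 3) in the GIP-Cre and from 272 ± 10 to 745 ± 15.1 in the SST-Cre line. *Fen1* (ENSMUSG00000024742) lies on chromosome 19 from 10199132 to 10204169. *Foxm1* (ENSMUSG00000001517) lies on chromosome 6 from 128362967 to 128376146. *Neu1* (ENSMUSG00000007038) lies on chromosome 17 from 34931253 to 34935953 in GRCm38. Against all other tested genes, limma's camera gave an adjusted p of 1.91e-07 for DNA replication (down), 0.00469 for mitosis (down) and 4.9e-06 for the lysosome (up). With a correlation estimated from the data in place of the preset 0.01, none of these passed camera: adjusted p = 0.217 with an estimated correlation for DNA replication, adjusted p = 0.473 for mitosis and adjusted p = 0.165 for the lysosome. Of the 41 lists tested in this way, 14 were higher and 10 lower, and with the estimated correlation 1 was higher and 0 lower by camera (5 higher and 5 lower at an unadjusted p under 0.05). This correlation was estimated from what the model with line as a term leaves over. That remainder also holds differences of the metformin effect between lines and the deviation of GIP-Cre control replicate 3. The estimate was not repeated without that library, so how far either adds to the lost calls was not tested.

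**Figure D3:**
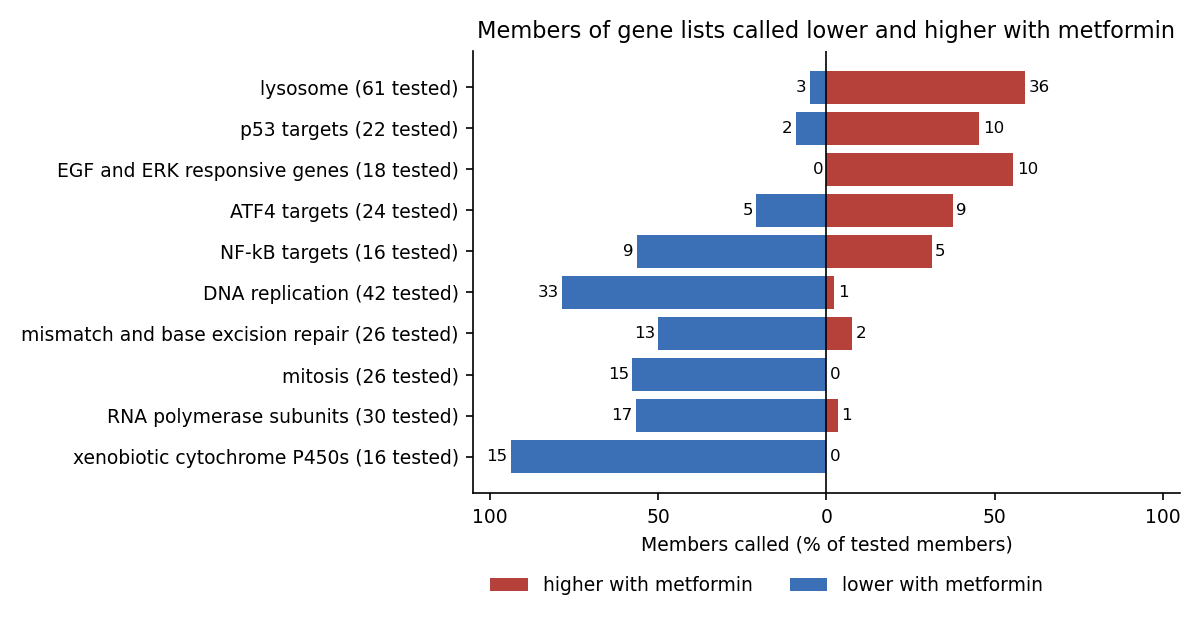
Bars give the percentage of tested members called lower (blue, to the left) and higher (red, to the right) with metformin over both organoid lines for 10 gene lists, with the number of genes at each bar. DNA replication has 33 members lower and 1 higher of 42, and the lysosome 36 higher and 3 lower of 61.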

Amongst metabolic pathways, significant changes were observed in genes involved in hexose sugar metabolism (Fig. 1c). 

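Genes of fructose, galactose and mannose metabolism moved in both directions: of 14 tested members, 4 were higher and 5 lower, with the same counts when adjusted over the list alone. *Pmm2*, the phosphomannomutase that makes mannose 1-phosphate for glycosylation, fell by 2.29 on the log2 scale (standard error 0.104, adjusted p = 3.17e-09, quasi-likelihood F test), from 196 ± 12.9 to 46.5 ± 2.04 CPM (mean ± SD, n = 3) in the GIP-Cre and from 189 ± 6.78 to 33.1 ± 3.66 in the SST-Cre line. *Tkfc*, triokinase of fructose breakdown, had a log2 fold change of -1.40 (standard error 0.1, adjusted p = 1.2e-07, quasi-likelihood F test). *Mpi*, which interconverts mannose 6-phosphate and fructose 6-phosphate, was higher at 0.89 (standard error 0.078, adjusted p = 7.7e-07, quasi-likelihood F test). *Pmm2* (ENSMUSG00000022711) lies on chromosome 16 of GRCm38 from 8637674 to 8662467. *Tkfc* (ENSMUSG00000034371) lies on chromosome 19 from 10587791 to 10605654. *Mpi* (ENSMUSG00000032306) lies on chromosome 9 from 57544256 to 57552763. As a whole the list was not separated from the other tested genes by camera (adjusted p = 0.485, and adjusted p = 0.771 with an estimated correlation). In the GIP-Cre line 1 member was higher and 6 lower (4 and 6 without GIP-Cre control replicate 3), and in the SST-Cre line 4 were higher and 4 lower, a difference that passed camera on the interaction (adjusted p = 0.0191) but not at adjusted p = 0.284 with an estimated correlation.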

In glycolysis and gluconeogenesis, metformin increased the expression of hexokinase isoforms (*Hk1, Hk2* and *Hkdc1*), phosphofructokinases (*Pfkm* and *Pfkp*) and aldolase A (*Aldoa*) but decreased the expression of enolase (*Eno3*), alcohol dehydrogenases (*Adh1, Adh4, Adh7*), and the gluconeogenesis glucose-6-phosphatase enzyme (*G6pc*) (Fig. 1d,e). 

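*Hk1*, *Hk2* and *Hkdc1* passed as higher in each organoid line. *Hk1*, hexokinase 1, had a log2 fold change of 1.97 (standard error 0.098, adjusted p = 5.73e-09, quasi-likelihood F test) and went from 54.8 ± 8.18 to 199 ± 7.88 CPM (mean ± SD, n = 3) in the GIP-Cre and from 55.2 ± 3.45 to 231 ± 24.4 in the SST-Cre line. *Hk2* had 1.01 (standard error 0.119, adjusted p = 9.75e-06) and *Hkdc1* 1.05 (standard error 0.103, adjusted p = 2.09e-06, quasi-likelihood F test). Of the phosphofructokinases, *Pfkm* had 1.32 (standard error 0.126, adjusted p = 1.61e-06) and *Pfkp* 0.73 (standard error 0.11, adjusted p = 8.47e-05, quasi-likelihood F test), and *Aldoa*, the aldolase of most tissues, had 0.75 (standard error 0.087, adjusted p = 8.49e-06, quasi-likelihood F test). The estimated rise of *Pfkm* was larger in the SST-Cre line, at 1.65 against 1.00 (interaction adjusted p = 0.0242, quasi-likelihood F test, a call lost without any 1 of 6 libraries at adjusted p = 0.0552 to 0.0731). *Eno3*, the muscle form of enolase, had -0.98 (standard error 0.191, adjusted p = 0.000691, quasi-likelihood F test) at mean levels of 2.69 to 6.73 CPM. *Hk1* (ENSMUSG00000037012) lies on chromosome 10 of GRCm38 from 62268855 to 62379908. *Hk2* (ENSMUSG00000000628) lies on chromosome 6 from 82725025 to 82774454. *Hkdc1* (ENSMUSG00000020080) lies on chromosome 10 from 62383137 to 62422491. *Pfkm* (ENSMUSG00000033065) lies on chromosome 15 from 98092589 to 98132451. *Pfkp* (ENSMUSG00000021196) lies on chromosome 13 from 6579768 to 6648777. *Aldoa* (ENSMUSG00000030695) lies on chromosome 7 from 126795234 to 126800751. *Eno3* (ENSMUSG00000060600) lies on chromosome 11 from 70657202 to 70662513. Over the list of glycolysis, of 20 tested members 7 were higher and 2 lower, also when adjusted over the list alone. *Aldob*, the aldolase of enterocytes, liver and kidney, was the other lower member at -1.25 (standard error 0.141, adjusted p = 6.62e-06, quasi-likelihood F test). As a list, glycolysis did not pass camera (adjusted p = 0.0879, and adjusted p = 0.347 with an estimated correlation).

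Gluconeogenesis and the alcohol dehydrogenases held large decreases. *G6pc*, the enzyme that releases free glucose, had a log2 fold change of -5.63 (standard error 0.513, adjusted p = 1.06e-06, quasi-likelihood F test), from 495 counts over the 6 control libraries to 7 over the 6 metformin libraries. *Pck1*, cytosolic phosphoenolpyruvate carboxykinase, had -1.78 (standard error 0.517, adjusted p = 0.01), and its mitochondrial counterpart *Pck2* rose by 0.75 (standard error 0.136, adjusted p = 0.000398, quasi-likelihood F test). The value of *Pck1* rested on few reads, with 28 counts over the metformin libraries against 112 over the control libraries. The gluconeogenesis list had 7 tested members, 1 higher and 3 lower (the same when adjusted over the list alone), with a median log2 fold change of 0.05 but a mean of -0.998, and camera gave an adjusted p of 0.747 in the downward direction (0.848 with an estimated correlation). *Adh1* had -2.07 (standard error 0.085, adjusted p = 1.92e-09) and *Adh6a* -2.99 (standard error 0.116, adjusted p = 1.28e-09, quasi-likelihood F test). *Adh7* had -2.14 (standard error 0.286, adjusted p = 2.96e-05) and *Adh4* -6.47 (standard error 0.31, adjusted p = 4.28e-09, quasi-likelihood F test), the latter with 22 counts in metformin against 2168 in control cultures. *G6pc* (ENSMUSG00000078650) lies on chromosome 11 from 101367561 to 101377903. *Adh1* (ENSMUSG00000074207) lies on chromosome 3 from 138260991 to 138290698. *Adh4* (ENSMUSG00000037797) lies on chromosome 3 from 138415466 to 138430892. *Adh7* (ENSMUSG00000055301) lies on chromosome 3 from 138217760 to 138233382. Of 13 tested alcohol and retinol dehydrogenases, 2 were higher and 6 lower (the same when adjusted over the list alone; camera adjusted p = 0.0477, and adjusted p = 0.313 with an estimated correlation), and without any 1 of 6 libraries (GIP-Cre control replicate 1 or 2, GIP-Cre metformin replicate 2 or 3, SST-Cre metformin replicate 1 or 3) the camera call was lost at an adjusted p of 0.0505 to 0.0782, and at 0.055 with the replicate number as a block. The enterocyte marker *Fabp2*, a fatty acid binding protein, was lower in the same libraries at -1.32 (standard error 0.102, adjusted p = 2.46e-07, quasi-likelihood F test).

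**Figure D4:**
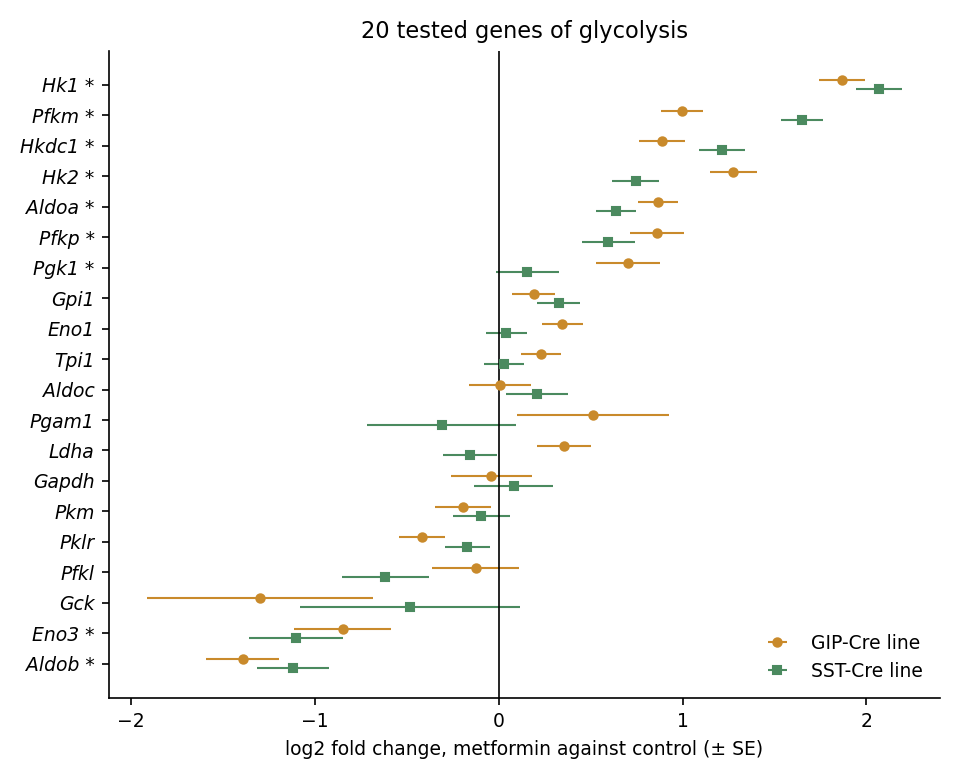
Points give the log2 fold change of metformin against control, with bars for the standard error, of the 20 tested genes of glycolysis in the GIP-Cre line (circles) and the SST-Cre line (squares). Asterisks mark the 9 genes called over both lines, of which 7 were higher and 2 lower.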

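In the pentose phosphate pathway, of 12 tested members 4 were higher and 2 lower, also when adjusted over the list alone. *G6pdx*, glucose 6-phosphate dehydrogenase, rose by 0.60 on the log2 scale (standard error 0.098, adjusted p = 0.000172, quasi-likelihood F test) and *Dera*, deoxyribose phosphate aldolase, by 0.56 (standard error 0.089, adjusted p = 0.000145, quasi-likelihood F test), while *Rbks*, ribokinase, had a log2 fold change of -1.28 (standard error 0.109, adjusted p = 5.9e-07, quasi-likelihood F test). The estimated rise of *Dera* was larger in the SST-Cre line, at 0.77 against 0.34 (interaction adjusted p = 0.0312, quasi-likelihood F test, a call lost without any 1 of 10 libraries at adjusted p = 0.0506 to 0.0858). Genes of glycogen metabolism were mostly higher: of 10 tested members, 7 were higher and 1 lower, with the same counts when adjusted over the list alone. *Ugp2*, which makes UDP-glucose, had 1.05 (standard error 0.115, adjusted p = 5.14e-06, quasi-likelihood F test), *Pgm1*, phosphoglucomutase, 0.77 (standard error 0.122, adjusted p = 0.000126) and *Gyg*, the glycogenin primer of glycogen, 0.83 (standard error 0.141, adjusted p = 0.00022, quasi-likelihood F test). *G6pdx* (ENSMUSG00000031400) lies on chromosome X of GRCm38 from 74409483 to 74429194. *Rbks* (ENSMUSG00000029136) lies on chromosome 5 from 31624439 to 31697627. *Ugp2* (ENSMUSG00000001891) lies on chromosome 11 from 21321138 to 21371201. By camera, the pentose phosphate pathway had an adjusted p of 0.331 (0.473 with an estimated correlation). Glycogen metabolism had a camera adjusted p of 0.0449 upwards, which was lost with an estimated correlation (adjusted p = 0.313 with an estimated correlation) and at 0.0501 to 0.0605 without any 1 of 5 libraries (GIP-Cre control replicate 2, GIP-Cre metformin replicate 2, SST-Cre control replicate 3, SST-Cre metformin replicate 1 or 3).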

Metformin also altered expression of genes associated with other carbohydrate metabolic pathways (Fig. 1d,e).

**Figure 1:**
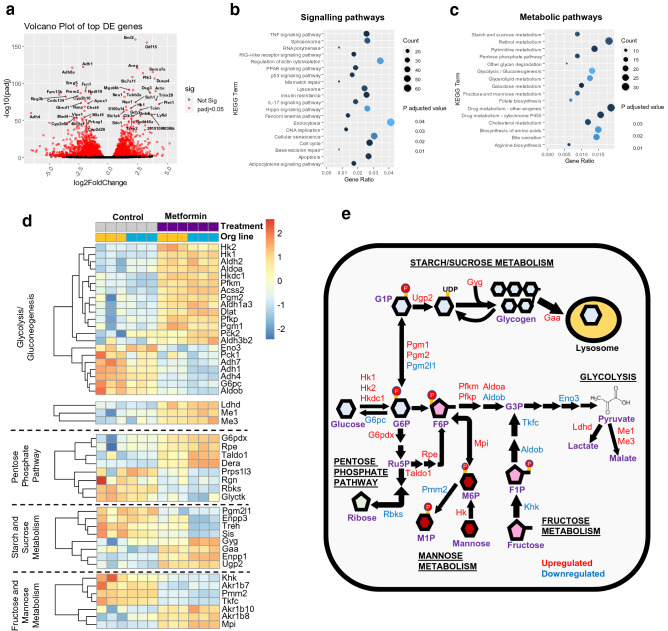
The effects of metformin on differentially expressed (DE) genes and metabolic pathways in mouse intestinal monolayer cultures. (**a**) Volcano plot displaying gene expression changes in duodenal organoid cells in 2D monolayer cultures treated with 1 mM metformin or no treatment control (n = 6 plates per condition from 2 different organoid lines). Fold-change (X-axis) compared to p-adjusted values (Y-axis) of individual genes altered by metformin treatment. Red dots represent DE genes (P < 0.05); black dots represent gene expression changes that were not statistically significant (Not Sig). Labelled genes represent the top 50 DE genes (sorted by P values). Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), with gene annotation from the Ensembl dataset in BioMart (v2.40.5). Volcano plots were generated using the Geompoint function of the ggplot package. (**b**,**c**) KEGG enrichment analysis for changes in signalling (**b**) and metabolic (**c**) pathways affected by metformin treatment. Gene ratio is the number of DE genes in a KEGG pathway divided by total number of genes in the pathway. Count represents the numbers of DE genes. KEGG pathway analysis was performed using clusterprofiler. (**d**) Heatmaps showing DE genes (filtered by p-adjusted value < 0.05) involved in hexose metabolism. Relative expression is normalised to z-scores for each gene. Each box indicates a separate plate and the corresponding organoid line. Heatmaps were plotted using Pheatmap. (**e**) Schematic showing expression changes of genes involved in all hexose metabolism pathways. Red and blue show upregulated and downregulated genes, respectively.

### Metformin increases glycolysis in intestinal cells

Since metformin increased the expression of key glycolysis genes, we examined the effects of metformin on glycolysis. Metformin treated cultures exhibited increased glycolysis and reduced glycolytic reserve, as they were unable to further increase glycolytic flux as measured by ECAR upon addition of ATP-synthase inhibitor oligomycin A (Fig. 2a). Metformin modestly increased the maximum cellular capacity to perform glycolysis (Fig. 2a).

**Figure 2:**
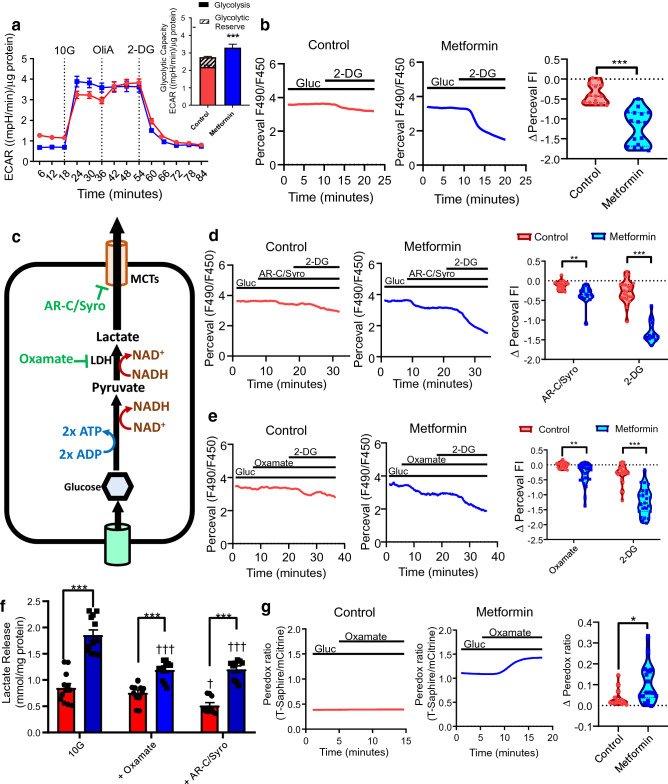
Metformin increases glycolysis in intestinal cells. (**a**) Changes in extracellular acidification rate (ECAR) during the glycolytic stress test wherein intestinal cells were pre-treated with control or 1 mM metformin for 24 h. Results were normalised to the protein concentration measured by BCA assay. Dotted lines indicate when compound were added: *Gluc* glucose (10 mM), *OliA* oligomycin-A (1 μM), *2-DG* 2-deoxyglucose (50 mM). Inset: Effect of metformin on measured parameters of the glycolysis stress test. n = 10 wells from 3 independent experiments. *NS* not significant. ***P < 0.001. Two-way ANOVA and Bonferroni post-hoc test. (**b**) Example traces of Perceval fluorescence ratios from Control and Metformin treated cells in response to 2-DG (50 mM), with violin plots shows of the change in fluorescent intensity ratio (FI). ***P < 0.001, Student’s *t* test. Control; n = 14 from 4 dishes and metformin; n = 17 from 4 dishes. (**c**) Schematic of glycolysis and effects of inhibitors. (**d**) Effects of AR-C155858 (AR-C, 10 μM) and Syrosingopine (Syro, 50 μM) on Perceval fluorescence in Control (red) and Metformin (blue) treated cells. 10 mM glucose (Gluc) was present throughout, and 2-DG (50 mM) added as indicated. Error bars are mean ± SEM. **P < 0.01, ***P < 0.001, two-way ANOVA and Bonferroni post-hoc test. Control: n = 22 cells from 6 dishes; metformin: n = 16 cells from 5 dishes. Error bars are mean ± SEM. **P < 0.01, ***P < 0.001, two-way ANOVA and Bonferroni post-hoc test. (**e**) As (**d**), for oxamate (50 mM). Control: n = 23 cells from 6 dishes; metformin: n = 25 cells from 6 dishes. (**f**) Supernatant lactate levels in control (red) and metformin (blue) pre-treated cultures in glucose (10 mM, 10G), with oxamate (50 mM) or AR-C, (10 μM) and Syro (50 μM). Error bars are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, vs control. ^†††^P < 0.001 vs pre-treated conditions in 10G. Two-way ANOVA and Bonferroni post-hoc test. n = 2–3 wells from 4 independent experiments except AR–C/Syro (3 independent experiments). (**g**) Effects of oxamate on Peredox fluorescence in control (red) and metformin (blue) treated cells. Glucose (Gluc, 10 mM) and oxamate (50 mM) were applied as indicated. Error bars are median ± 95% confidence intervals. *P < 0.05, Mann–Whitney test. Control: n = 15 cells from 4 dishes; Metformin: n = 18 cells from 4 dishes.

The effects of metformin on ATP generation from glucose metabolism were monitored by live-cell imaging of intestinal cells transfected with the fluorescent ATP sensor PercevalHR. The glycolysis inhibitor 2-DG decreased the Perceval fluorescence in the presence of glucose in metformin treated cells more than in control cells (Fig. 2b), confirming that metformin treated cells rely on glycolytic ATP production, whereas control cells show greater metabolic flexibility. Inhibitors of monocarboxylate transporters (MCTs) AR-C155858 (MCT1/2 inhibitor) and syrosingopine (MCT1/4 inhibitor) modestly decreased Perceval fluorescence in control cells, but the effects were more profound in metformin treated cells (Fig. 2c,d). The lactate dehydrogenase (LDH) inhibitor oxamate did not alter Perceval fluorescence in control cells, but significantly decreased Perceval fluorescence in metformin treated cells (Fig. 2c,e). Lactate release from glycolysis was increased in metformin treated cultures, whilst oxamate or AR-CC155858/syrosingopine partially reduced metformin-stimulated lactate release (Fig. 2f). In control cells, oxamate application elicited notable changes in Peredox fluorescence (a measure of the cytosolic NADH/NAD^+^ ratio) in 4/15 cells, but significantly increased Peredox fluorescence in 14/18 metformin pre-treated cells, consistent with metformin increasing cytosolic NADH generation associated with glycolysis (Fig. 2c,g).

### Mitochondrial respiration inhibitors alter the expression of glucose transporters in intestinal cultures

We also investigated the effects of metformin on the expression of glucose transporters, which have previously been shown to be important in regulating glycolytic flux^33^. Our RNA-seq data revealed that metformin treatment decreased the expression of GLUT family of facilitative glucose transporters *Slc2a2* (GLUT2), *Slc2a4* (GLUT4), *Slc2a5* (GLUT5), *Slc2a7* (GLUT7) and the Na^+^ coupled transporter *Slc5a1* (SGLT1) (Fig. 3a). 

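*Slc5a1*, the sodium coupled carrier that brings glucose and galactose in from the gut lumen, had a log2 fold change of -2.06 (standard error 0.12, adjusted p = 2.17e-08, quasi-likelihood F test). *Slc2a5*, the fructose carrier, had -2.60 (standard error 0.161, adjusted p = 3.72e-08, quasi-likelihood F test). *Slc2a2*, the basolateral carrier of enterocytes, had -1.78 (standard error 0.322, adjusted p = 0.000374, quasi-likelihood F test), and 4 of the 6 metformin libraries were below every control library of their line. *Slc2a7* at -3.41 (standard error 0.568, adjusted p = 0.000194) and *Slc2a4*, the insulin responsive carrier of muscle and fat, at -3.83 (standard error 0.642, adjusted p = 0.000204, quasi-likelihood F test) rested on few reads, with 12 and 5 counts over the metformin libraries against 155 and 94 over the control libraries. *Slc5a1* (ENSMUSG00000011034) lies on chromosome 5 of GRCm38 from 33104219 to 33162870. *Slc2a5* (ENSMUSG00000028976) lies on chromosome 4 from 150119283 to 150144169. *Slc2a2* (ENSMUSG00000027690) lies on chromosome 3 from 28697903 to 28731359. *Slc2a7* (ENSMUSG00000062064) lies on chromosome 4 from 150148972 to 150168482. *Slc2a4* (ENSMUSG00000018566) lies on chromosome 11 from 69942539 to 69948188.

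Of the other sodium coupled carriers, *Slc5a9* had a log2 fold change of -0.86 (standard error 0.124, adjusted p = 6.18e-05), *Slc5a11* -4.19 (standard error 0.462, adjusted p = 5.49e-06) and *Slc5a4b*, a paralog of *Slc5a4a* that may share reads with it, -1.73 (standard error 0.205, adjusted p = 1.03e-05, quasi-likelihood F test). Over the whole list of hexose transporters, of 15 tested members 1 was higher and 8 were lower (2 higher and 8 lower when adjusted over the list alone). The list was lower than the other tested genes by camera (adjusted p = 0.0169), a call that was lost at adjusted p = 0.165 with an estimated correlation. *Slc2a9*, a urate carrier, had 0.38 (standard error 0.151, adjusted p = 0.0500, quasi-likelihood F test) and did not pass, but passed without GIP-Cre control replicate 1, GIP-Cre control replicate 3 or GIP-Cre metformin replicate 1 (adjusted p = 0.0287 to 0.0473, the same test). *Slc2a6* had -0.82 (standard error 0.457, adjusted p = 0.146, quasi-likelihood F test) and passed at -1.32 (adjusted p = 0.00805, the same test) without SST-Cre metformin replicate 1. Marker genes of enterocytes were lower in the same libraries: of 18 tested members, 2 were higher and 13 lower (the same when adjusted over the list alone; camera adjusted p = 0.000895, and adjusted p = 0.137 with an estimated correlation). Among them *Sis*, sucrase-isomaltase of the brush border, had -2.54 (standard error 0.242, adjusted p = 1.59e-06) and *Treh*, trehalase, -2.07 (standard error 0.171, adjusted p = 4.44e-07, quasi-likelihood F test). The enterocyte and transporter lists share no gene.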

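*Slc2a1* encodes the carrier of basal glucose uptake in many cell types. Its level went from 213 ± 20.8 to 765 ± 13.5 CPM (mean ± SD, n = 3) in the GIP-Cre line and from 341 ± 26 to 825 ± 50.7 in the SST-Cre line. Over both lines the log2 fold change was 1.56 (standard error 0.113, adjusted p = 1.36e-07, quasi-likelihood F test), and *Slc2a1* was the member of the hexose transporter list that rose. The estimated effect was larger in the GIP-Cre line, at 1.85 against 1.28, a difference of -0.57 (standard error 0.148) in the interaction (adjusted p = 0.03, quasi-likelihood F test), a call lost without any 1 of 7 libraries (adjusted p = 0.0507 to 0.0833, the same test). The control cultures of the lines also differed, with *Slc2a1* higher in the SST-Cre line by 0.68 (standard error 0.105, adjusted p = 0.00143) in that test. *Slc2a1* (ENSMUSG00000028645) lies on chromosome 4 from 119108711 to 119137983 of GRCm38.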

*Slc2a1* (GLUT1), however, was upregulated by metformin treatment (Fig. 3a). The hexose transporter genes *Slc5a1*, *Slc2a1*, *Slc2a2* and *Slc2a5* were selected for further investigation since the expression levels for these genes were the highest in the RNA-seq data.

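Over all 12 libraries, *Slc2a1* had the highest mean level of the 15 tested hexose transporters at 536 CPM, followed by *Slc5a1* at 180.0, *Slc2a5* at 30.2, *Slc2a2* at 19.9 and *Slc5a9* at 10.6 CPM. In control cultures *Slc5a1* came first, with 291 CPM, ahead of *Slc2a1* with 277, but the order was opposite in the lines: *Slc2a1* had 213 ± 20.8 CPM, less than *Slc5a1*, in GIP-Cre controls and 341 ± 26, more than *Slc5a1*, in SST-Cre controls. The level of *Slc5a1* was 436 ± 98.2 CPM (mean ± SD, n = 3) in GIP-Cre and 147 ± 26.5 in SST-Cre control cultures, and 102 ± 8.32 and 36 ± 0.88 in those treated with metformin. In metformin treated cultures the order after *Slc2a1* and *Slc5a1* differed between the lines: *Slc2a2* and *Slc2a5* ranked 3 and 4 of 15 in the GIP-Cre line, at 16.1 and 11.2 CPM, and 7 and 6 in the SST-Cre line, at 3.86 and 5.35 CPM, below *Slc2a8* and *Slc2a9*. The means of *Slc2a5* were 74.9 ± 14.2 CPM in GIP-Cre and 29.2 ± 5.17 in SST-Cre control cultures, and those of *Slc2a2* were 41 ± 27.3 and 18.5 ± 4.12. The remaining tested members, *Slc5a4b*, *Slc5a11*, *Slc5a3*, *Slc2a6*, *Slc2a10*, *Slc2a7*, *Slc5a10* and *Slc2a4*, had means of 0.369 to 6.67 CPM over the 12 libraries. *Slc2a3*, *Slc2a12*, *Slc2a13*, *Slc5a2* and *Slc5a4a* had too few counts to be tested. No test was made of levels between genes, since CPM does not correct for transcript length.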

**Figure 3:**
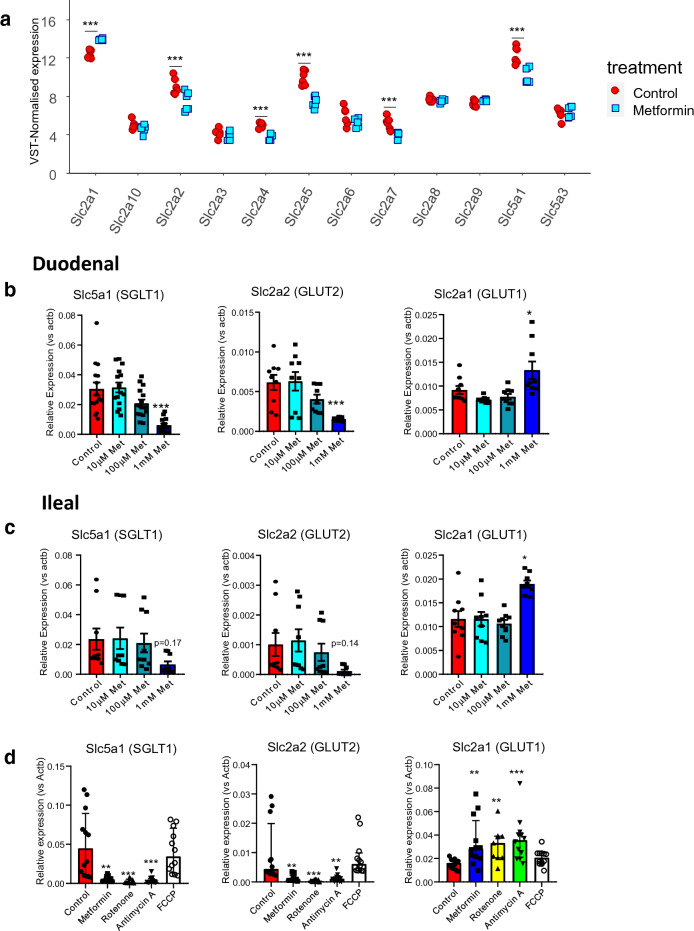
Metformin and other mitochondrial respiration inhibitors decreased expression of glucose transporters but increased Slc2a1 (GLUT1) expression. (**a**) RNA-sequencing analysis of the mRNA transcript expression of all GLUT (*Slc2aX*) transporter and SGLT (*Slc5aX*) transporter isoforms in duodenal organoid 2D monolayer cultures in response to 1 mM metformin pre-treatment for 24 h. ***P < 0.001 (p-adjusted value). DE-seq analysis and Benjamin-Hochberg corrections. Count data normalised by variance-stabilising transformation (VST) against size factors. Results are mean ± SEM. Each point represents a plate (n = 6 plates from 2 organoid lines). (**b**) qPCR analysis of glucose transporters *Slc5a1*, *Slc2a2* and *Slc2a1* in mouse duodenal organoid derived 2D monolayer cultures in response to metformin pre-treatment from 10 µM to 1 mM for 24 h. n = 9 wells from 3 independent experiments except for *Slc5a1* (n = 15 wells from 5 independent experiments). Results are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. One way ANOVA and Bonferroni post-hoc test. (**c**) As (**b**) for mouse ileal cultures. n = 9 wells from 3 independent experiments. (**d**) qPCR analysis of expression of glucose transporters *Slc5a1*, *Slc2a2 and Slc2a1* in mouse duodenal organoid derived 2D monolayer cultures in response to metformin (1 mM), rotenone (10 μM), antimycin A (10 μM) and FCCP (10 μM) pre-treatment for 24 h. Results presented as median ± Interquartile range. n = 11–12 wells from 4 independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001. Kruskal–Wallis and Dunn’s post-hoc test since the data did not pass normality test.

RT-qPCR analysis demonstrated that treatment with metformin at 1 mM, but not at any lower concentrations, significantly altered the expression of these glucose transporter transcripts in duodenal 2D monolayers, replicating the observations from the RNA-seq data (Fig. 3b) and similar trends were observed in ileal derived cultures, where only *Slc2a1* upregulation reached significance (Fig. 3c). 1 mM metformin also decreased the expression of the fructose transporter *Slc2a5* in duodenal and ileal organoids (Supplementary Figure 5). The mitochondrial respiration inhibitors rotenone (complex I inhibitor) and antimycin A (complex III inhibitor) but not FCCP (proton uncoupler) similarly decreased the mRNA expression of *Slc2a2* and *Slc5a1* whilst increasing the expression of *Slc2a1* (Fig. 3d). These results suggest that gene expression changes in glucose transporters after metformin treatment are associated with inhibiting the mitochondrial electron transport chain.

### Metformin increases glucose uptake mediated by GLUT transporters

The effects of metformin on glucose uptake in intestinal 2D monolayer cultures were investigated via fluorescence imaging of cells transfected with the glucose sensor, FLII12Pglu-700µδ6. Application of glucose at 10 mM increased the YFP/CFP ratio (a relative measure of increased glucose uptake) in control and metformin treated cells (Fig. 4a). Application of glucose at 1 mM concentration increased the YFP/CFP ratio in all metformin-treated, but only 4 out of 27 control cells (Fig. 4a). Metformin treatment increased glucose uptake at 1 mM and 10 mM concentrations (Fig. 4a). Similarly, rotenone and antimycin A increased glucose (10 mM) uptake by 1.3-fold (Fig. 4b).

**Figure 4:**
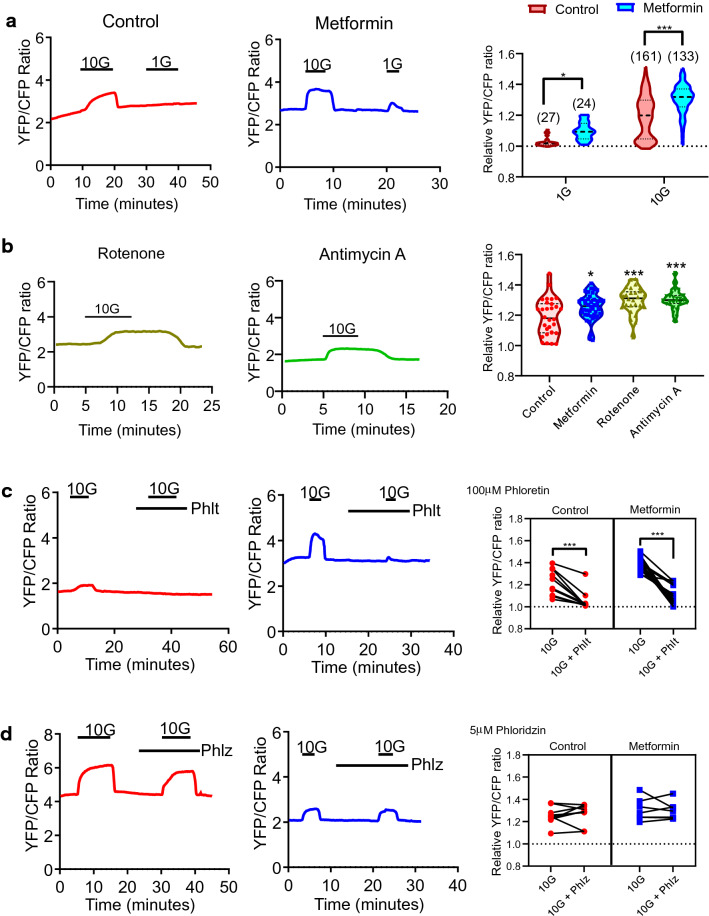
Metformin and other mitochondrial respiration inhibitors increase glucose uptake mediated by GLUT transporters in intestinal cells, measured using a FRET-based glucose sensor. (**a**) Left: Example traces of YFP/CFP fluorescence ratios from overnight control and metformin (1 mM) pre-treated cells expressing FLII12Pglu-700μδ6. Glucose was applied at 1 mM (1G) and 10 mM (10G) concentrations as indicated. Right: The effect of 1 mM and 10 mM glucose on the YFP/CFP fluorescence ratios in control (red) and metformin (blue) pre-treated cells normalised to the baseline (*P < 0.05, ***P < 0.001, Two-way ANOVA and Bonferroni post-hoc test). Results shown as a violin plot with the median and confidence intervals indicated as dotted lines. Numbers of cells studied for each condition are indicated in the graph. (**b**) Left: Example traces of YFP/CFP fluorescence ratios from overnight rotenone (10 μM) and antimycin A (10 μM) pre-treated cells. 10 mM glucose (10G) was applied as indicated. Right: The effect of 10 mM glucose on the YFP/CFP fluorescence ratios in control (red) and metformin (blue), rotenone (yellow) and antimycin A (green) treated cells normalised to the baseline (*P < 0.05, ***P < 0.001, Two-way ANOVA and Bonferroni post-hoc test). Results shown as a violin plot with the median and confidence intervals indicated as dotted lines with numbers of cells indicated in the graph. (**c**) Left: Example traces of YFP/CFP fluorescence ratios from Control and Metformin treated cells where glucose (10 mM, 10G) and phloridzin (5 µM) were applied as indicated. Right: The effect of glucose with and without 100 µM phloretin on the YFP/CFP fluorescence ratios in control (red) and metformin-treated (blue) cells normalised to the baseline. Control: n = 9 cells from 4 dishes, metformin: n = 7 cells from 3 dishes. Paired *t* test. Abbreviations: 10G; 10 mM glucose, Phlt; Phloretin. (***P < 0.001, paired-*t*-test). (**d**) Left: Example traces of YFP/CFP fluorescence ratios from Control and Metformin treated cells where glucose (10 mM, 10G) and phloridzin (5 µM) were applied as indicated. Right: The effect of glucose with and without 5 µM phloridzin on the YFP/CFP fluorescence ratios in control (red) and metformin-treated (blue) cells normalised to the baseline. Control: n = 9 cells from 4 dishes, metformin: n = 7 cells from 3 dishes. Paired *t* test. *10G* 10 mM glucose, *Phlz* Phloridzin.

To explore the functional identity of the glucose transporter(s) involved in metformin stimulated glucose uptake, changes in the YFP/CFP ratio were monitored in response to 10 mM glucose following pre-application of glucose transport inhibitors. Application of the broad-spectrum GLUT transport inhibitor phloretin (100 µM) reduced glucose uptake in control and metformin treated cells (Fig. 4c). This suggests that a GLUT transporter is responsible for glucose uptake. Application of the broad-spectrum SGLT inhibitor phloridzin at 5 µM, which has been reported to inhibit SGLT1 and SGLT2-mediated glucose transport in previous studies^34^, did not alter glucose uptake in either control or metformin treated cells (Fig. 4d). This suggests that the SGLT family of transporters (such as SGLT1) do not play a major role in glucose uptake in intestinal cells in the monolayer cultures.

### Metformin causes mitochondrial dysfunction in intestinal cells

We hypothesised that increased glucose uptake and glycolysis in intestinal cells were consequent to the established effect of metformin in inhibiting mitochondrial respiration. Mitochondrial stress test measurements showed that oxygen consumption was consistently lower in metformin treated cells in comparison to control cells in the presence of mitochondrial respiration inhibitors (Fig. 5a). Metformin treatment decreased basal, maximal, ATP-linked and uncoupled OCR, whilst the respiratory reserve was unchanged (Fig. 5a). Application of the mitochondrial pyruvate carrier inhibitor UK-5099 (10 µM) in the presence of 10 mM glucose significantly decreased OCR in control cultures, but the drug did not influence OCR in metformin treated cultures, suggesting that pyruvate generated from glucose metabolism was not mitochondrially metabolised in metformin treated cultures (Fig. 5b). Consistently, NAD(P)H and FADH autofluorescence changes in response to glucose and the mitochondrial uncoupler FCCP, which are dominated by mitochondrial redox status, showed the expected changes in control cells but were diminished in metformin treated cells (Supplementary Figure 6). Inhibition of mitochondrial pyruvate uptake using UK-5099 in the presence of glucose (10 mM) also modestly increased pyruvate levels in control cells, but not metformin treated cells (Supplementary Figure 7). The contribution of mitochondrial glucose respiration to glycolytic ATP generation was assessed by measuring Perceval HR fluorescence with rotenone and antimycin A (Rot/AA, 1 µM each). Rot/AA decreased Perceval fluorescence ratio in control cells but was without a significant effect on metformin treated cells (Fig. 5c). Subsequent exposure to 2-DG (50 mM) on top of Rot/AA markedly decreased Perceval fluorescence in both control and metformin treated cells (Fig. 5c). The impairment of mitochondrial function was not substrate specific, as the oxygen consumption rate was also significantly reduced when glutamine rather than glucose was metabolised, although the reduction in pyruvate stimulated oxygen consumption was not significantly different (Supplementary Figure 8).

**Figure 5:**
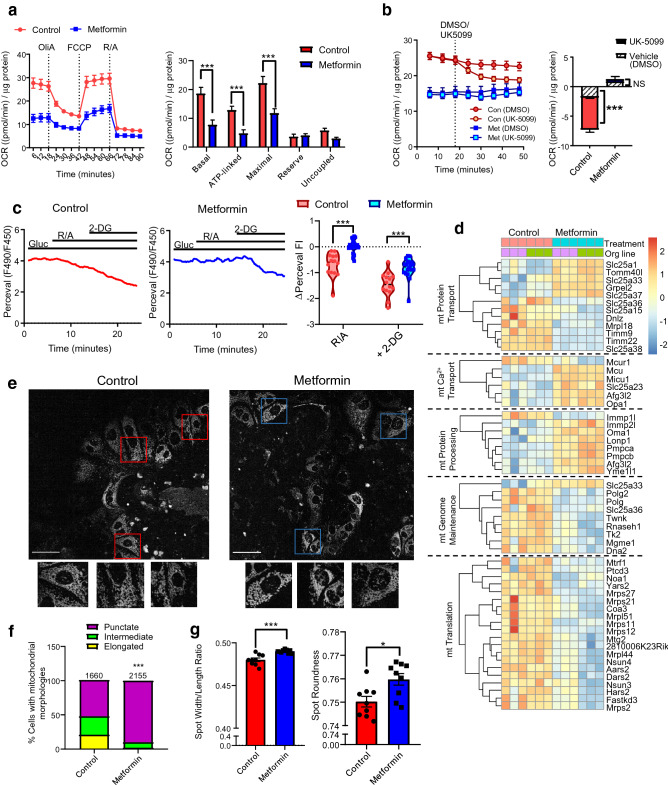
Metformin causes mitochondrial dysfunction in intestinal cells. (**a**) Left: Changes in oxygen consumption rate (OCR) during the mitochondrial stress test. Cells were pre-treated with control (ENR media) ± metformin (1 mM) for 24 h, then incubated with glucose (10 mM) in XF basal media for 1 h prior to measurements. Dotted lines indicate compound addition. Oligomycin-A (OliA, 1 μM), FCCP (1 μM), Rotenone/Antimycin A (Rot/AA, 1 μM each). Results were normalised to the protein concentration measured by BCA assay. Right: Effect of metformin on measured mitochondrial respiration parameters. n = 5 wells from 3 independent experiments. ***P < 0.001. Two-way ANOVA and Bonferroni post-hoc test. (**b**) Effects of mitochondrial pyruvate carrier inhibitor UK-5099 compared to DMSO on OCR of control and metformin overnight pre-treated cells as measured by the Seahorse bioanalyser. Results were normalised to the protein concentration measured by BCA assay. Inset: Normalised OCR was calculated as differences after drug application and third time point measured before application ***P < 0.001 compared to DMSO in control cultures. n = 4–5 wells from 4 independent experiments. (**c**) Left: Example traces of Perceval fluorescence ratios from control and metformin treated cells. Glucose (Gluc, 10 mM), Rot/AA (1 μM) and 2-DG (50 mM) were applied as indicated. Right: Effect of 10 mM glucose (Gluc), Rot/AA and 2-DG on the Perceval fluorescence ratios in control (red) and metformin (blue) overnight pre-treated cells (***P < 0.001, Repeated-measures ANOVA and Bonferroni post-hoc test. Control: n = 14 from 5 dishes, metformin: n = 20 cells from 4 dishes). (**d**) Heatmaps showing differentially expressed genes (filtered by p-adjusted value of < 0.05) involved in mitochondrial function based from the MitoCarta 2.0 dataset. Relative expression is normalised to the z-scores for each gene. Each box indicates a separate plate and the corresponding organoid line. Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), and the heatmap generated using Pheatmap. (**e**) Confocal images of intestinal cells treated with control or metformin (1 mM) stained with MitoTracker green. Scale bar: 50 µm. Magnified images of individual cells are shown. (**f**) Quantification of the percentage of total cells with fragmented, intermediate or elongated mitochondrial in control or metformin treated cells (***P < 0.001, Chi-square test. Control: n = 1660 cells and metformin: n = 2155 cells, from 3 organoid lines). (**g**) Quantification of mitochondrial morphology as the width/length ratio or roundness by imposition of spots to image regions using the Harmonizer software.

We also investigated the expression profiles of genes associated with mitochondrial function in intestinal cells. Sub-analysis of expression profiles from 1158 nuclear-encoded genes associated with or localised to the mitochondria were performed from the MitoCarta 2.0 database^35^. 

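Across lists of the citrate cycle, the respiratory chain, mitochondrial DNA, translation, import, proteases and calcium uptake, 275 mitochondrial genes were tested, and of these 66 were higher and 59 lower with metformin (45.5% called). Over all of them together the median log2 fold change was 0.03 and the mean -0.06, and camera did not separate them from the other tested genes (upwards, adjusted p = 0.523, and adjusted p = 0.848 with an estimated correlation). The balance turned between the lines, with 32 higher and 62 lower in the GIP-Cre and 81 higher and 49 lower in the SST-Cre line (camera on the interaction, adjusted p = 4.38e-05, a call lost at adjusted p = 0.435 with an estimated correlation). It leaned on GIP-Cre control replicate 3, without which the counts were 58 and 61 in the GIP-Cre line and 113 and 61 in the SST-Cre line. Taken alone, the lists went different ways. Genes of the citrate cycle, of calcium uptake and of proteases and chaperones held more higher than lower members. Genes of mitochondrial DNA maintenance, the aminoacyl-tRNA synthetases and the import machinery held more lower than higher members. The lists were written from textbook knowledge and hold fewer genes than the inventory used by the paper, which was not used here.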

1056 out of 1158 genes were mapped to the database, and 289 differentially expressed (DE) genes (27.3%) were identified. GO enrichment analysis revealed upregulation of genes involved in metabolic processes, and downregulation of genes involved in RNA processes and genome maintenance (Supplementary Figure 9). 

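All enzymes of the citrate cycle that passed the test were higher: of 18 tested members, 12 were higher and 0 lower in edgeR's quasi-likelihood F test, also when adjusted over the list alone (0 lower at an unadjusted p under 0.05 and in DESeq2, 1 in limma's voom, and 1 without GIP-Cre control replicate 3). *Cs*, citrate synthase, rose by 0.79 on the log2 scale (standard error 0.093, adjusted p = 9.54e-06, quasi-likelihood F test), *Ogdh*, of the oxoglutarate dehydrogenase complex, by 0.65 (standard error 0.084, adjusted p = 2.23e-05) and *Idh2*, mitochondrial isocitrate dehydrogenase, by 0.89 (standard error 0.12, adjusted p = 3.26e-05, quasi-likelihood F test). Genes that keep and copy mitochondrial DNA were more often lower, with 3 higher and 12 lower of 22 tested members (4 higher and 12 lower when adjusted over the list alone). *Twnk*, the replicative helicase, had a log2 fold change of -2.05 (standard error 0.222, adjusted p = 4.63e-06, quasi-likelihood F test), *Polrmt*, the RNA polymerase, -1.22 (standard error 0.139, adjusted p = 7.14e-06), *Polg*, the DNA polymerase, -0.81 (standard error 0.108, adjusted p = 2.85e-05) and *Tfam*, which packages the DNA, -0.79 (standard error 0.109, adjusted p = 3.95e-05, quasi-likelihood F test). The fall of *Twnk* was larger in the SST-Cre line, at -2.76 against -1.36 (interaction adjusted p = 0.000824, quasi-likelihood F test). Of 17 tested mitochondrial aminoacyl-tRNA synthetases, which load amino acids onto tRNAs, 2 were higher and 8 lower (the same when adjusted over the list alone), with *Cars2* at -1.45 (standard error 0.142, adjusted p = 1.94e-06), *Aars2* at -0.87 (standard error 0.12, adjusted p = 3.95e-05) and *Fars2* at 0.74 (standard error 0.108, adjusted p = 6.46e-05, quasi-likelihood F test). *Cs* (ENSMUSG00000005683) lies on chromosome 10 of GRCm38 from 128337734 to 128362479. *Twnk* (ENSMUSG00000025209) lies on chromosome 19 from 45005663 to 45012762. *Tfam* (ENSMUSG00000003923) lies on chromosome 10 from 71225464 to 71238280. *Cars2* (ENSMUSG00000056228) lies on chromosome 8 from 11513977 to 11550783.

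By camera the citrate cycle was higher (adjusted p = 0.000535, and adjusted p = 0.321 with an estimated correlation) and mitochondrial DNA maintenance lower (adjusted p = 0.0312, and adjusted p = 0.359 with an estimated correlation). The latter call was lost without GIP-Cre control replicate 2 (adjusted p = 0.0501 by camera). The synthetases did not pass camera (adjusted p = 0.097, and adjusted p = 0.221 with an estimated correlation). Of the members of the citrate cycle list, *Sdha*, *Sdhb*, *Sdhc* and *Sdhd* also belong to complex II of the respiratory chain.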

Further detail of DE genes involved in mitochondrial protein import, mitochondrial calcium transport and protein processing/quality control (upregulated GO terms) and mitochondrial genome maintenance and translation (downregulated GO terms) are shown in Fig. 5d. 

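Genes of calcium uptake and of mitochondrial proteases were more often higher than lower with metformin. Of 12 tested members of the calcium uptake list, 7 were higher and 1 lower (the same when adjusted over the list alone), with *Mcu*, the channel of the calcium uniporter, at a log2 fold change of 0.88 (standard error 0.083, adjusted p = 1.42e-06), *Vdac2*, a channel of the outer membrane, at 0.79 (standard error 0.08, adjusted p = 2.7e-06) and *Micu1*, the gatekeeper of the uniporter, at 0.51 (standard error 0.072, adjusted p = 4.49e-05, quasi-likelihood F test). Of 18 tested proteases and chaperones, 11 were higher and 1 lower (12 higher and 1 lower when adjusted over the list alone), with *Lonp1*, the matrix protease, at 0.90 (standard error 0.108, adjusted p = 1.13e-05), *Pmpcb*, which removes import signals, at 0.67 (standard error 0.077, adjusted p = 8.28e-06) and *Afg3l2* of the inner membrane at 0.66 (standard error 0.097, adjusted p = 6.8e-05, quasi-likelihood F test). Protein import held more lower members: of 34 tested, 3 were higher and 13 lower (the same when adjusted over the list alone, and 5 higher and 13 lower without GIP-Cre control replicate 3). *Timm22* had a log2 fold change of -1.30 (standard error 0.083, adjusted p = 4.51e-08), *Timm9* -1.22 (standard error 0.117, adjusted p = 1.72e-06) and *Tomm5* -0.85 (standard error 0.102, adjusted p = 1.17e-05), subunits and chaperones of the import channels, while *Grpel2*, a cofactor of the import motor, rose by 0.93 (standard error 0.11, adjusted p = 9.75e-06, quasi-likelihood F test). Of 77 tested subunits of the mitochondrial ribosome, 12 were higher and 19 lower (the same when adjusted over the list alone), among them *Mrpl20* at -0.99 (standard error 0.075), *Mrpl49* at -1.08 (standard error 0.144), *Mrpl51* at -0.93 (standard error 0.13) and *Mrps10* at 1.03 (standard error 0.106). By line, 4 of these subunits were higher and 19 lower in the GIP-Cre line (9 and 19 without GIP-Cre control replicate 3) and 18 higher and 15 lower in the SST-Cre line (26 and 17 without that library). Camera on the interaction gave an adjusted p of 2.38e-05, a call lost at adjusted p = 0.503 with an estimated correlation. *Mcu* (ENSMUSG00000009647) lies on chromosome 10 of GRCm38 from 59446984 to 59616692. *Lonp1* (ENSMUSG00000041168) lies on chromosome 17 from 56614297 to 56626887. *Timm22* (ENSMUSG00000020843) lies on chromosome 11 from 76406952 to 76416292.

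By camera, calcium uptake (adjusted p = 0.0274, and adjusted p = 0.165 with an estimated correlation) and the proteases and chaperones (adjusted p = 0.00214, and adjusted p = 0.223 with an estimated correlation) were higher than other genes. Import (adjusted p = 0.187, and adjusted p = 0.586 with an estimated correlation) and the ribosome (adjusted p = 0.561, and adjusted p = 0.874 with an estimated correlation) were not separated from the rest by camera. All 52 genes of Fig. 5d passed the test in the direction drawn there; the figure shows genes that the study chose on these samples, so they are not independent evidence. From the changed expression of these genes, with its respiration and imaging measurements, the paper concludes that metformin alters the expression of mitochondrial genes and the shape of the mitochondrial network.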

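Most subunits of the respiratory chain did not pass the test. Of 36 tested subunits of complex I, which takes electrons from NADH, 8 were higher and 1 lower (8 higher and none lower when adjusted over the list alone), and of 39 tested subunits of complexes II to V, 10 were higher and 3 lower (10 higher and 2 lower when adjusted over the list alone). *Ndufc2* of complex I had a log2 fold change of 0.60 (standard error 0.092, adjusted p = 0.000106) and *Ndufb6* 0.46 (standard error 0.077, adjusted p = 0.000217, quasi-likelihood F test). *Atp5b*, the catalytic subunit of ATP synthase, rose by 0.51 (standard error 0.084, adjusted p = 0.000175), *Sdha* by 0.57 (standard error 0.136, adjusted p = 0.00279), and *Atp5g3*, of the membrane ring of ATP synthase, had -0.58 (standard error 0.096, adjusted p = 0.000178, quasi-likelihood F test). *Ndufc2* (ENSMUSG00000030647) lies on chromosome 7 of GRCm38 from 97400003 to 97407802. *Atp5b* (ENSMUSG00000025393) lies on chromosome 10 from 128083273 to 128090391. *Atp5g3* (ENSMUSG00000018770) lies on chromosome 2 from 73908447 to 73911326. The medians differed between the lines: the median log2 fold change of complex I was -0.21 in the GIP-Cre and 0.36 in the SST-Cre line, and that of complexes II to V -0.06 and 0.31. The negative medians rested on GIP-Cre control replicate 3, without which the GIP-Cre medians were 0.16 and 0.14, and 16 subunits of complex I were higher over both lines. The metformin effect on complex I (camera on the interaction, adjusted p = 4.38e-05) and on complexes II to V (adjusted p = 0.000391) was higher in the SST-Cre line, and both calls were lost with an estimated correlation (adjusted p = 0.581 with an estimated correlation for complex I and 0.503 for complexes II to V).

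Of 7 tested protein-coding genes of the mitochondrial genome, 2 were higher and 1 lower (the same when adjusted over the list alone): *mt-Co1*, of cytochrome c oxidase, at a log2 fold change of 2.24 (standard error 0.404, adjusted p = 0.000371), *mt-Nd5*, of complex I, at 1.10 (standard error 0.335, adjusted p = 0.0132) and *mt-Cytb*, of complex III, at -0.61 (standard error 0.212, adjusted p = 0.0251, quasi-likelihood F test). Genes of this genome that encode no protein are not in the list. Of those tested, *mt-Rnr1* (2.32), *mt-Rnr2* (1.42) and *mt-Tw* (2.70) also passed as higher, and *mt-Tl1* (0.28) did not pass. The call for *mt-Cytb* was lost without GIP-Cre control replicate 1, SST-Cre control replicate 3, or SST-Cre metformin replicate 1 or 2 (adjusted p = 0.0539 to 0.0808, the same test). By line, *mt-Nd5* had 1.81 in the SST-Cre and 0.40 in the GIP-Cre line. The latter value rests on GIP-Cre control replicate 3, at 12.2 CPM, against 58.9 and 49.9 in the other GIP-Cre controls and 43.7 to 60.0 with metformin. The other 6 of the 13 protein-coding genes of this genome, between 7013 and 10173, had 0 counts in every library and were not tested. *mt-Co1* borders this stretch, and so does *mt-Nd4*, which did not pass at -0.33 (standard error 0.194, adjusted p = 0.172, the same test). Over both lines camera gave an adjusted p of 0.276 for complex I, 0.25 for complexes II to V and 0.485 for the protein-coding genes of the mitochondrial genome, and 0.833, 0.771 and 0.771 with an estimated correlation. Without GIP-Cre control replicate 3, the library with many reads outside genes, complex I (adjusted p = 0.0127) and complexes II to V (adjusted p = 0.034) were higher by camera.

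**Figure D5:**
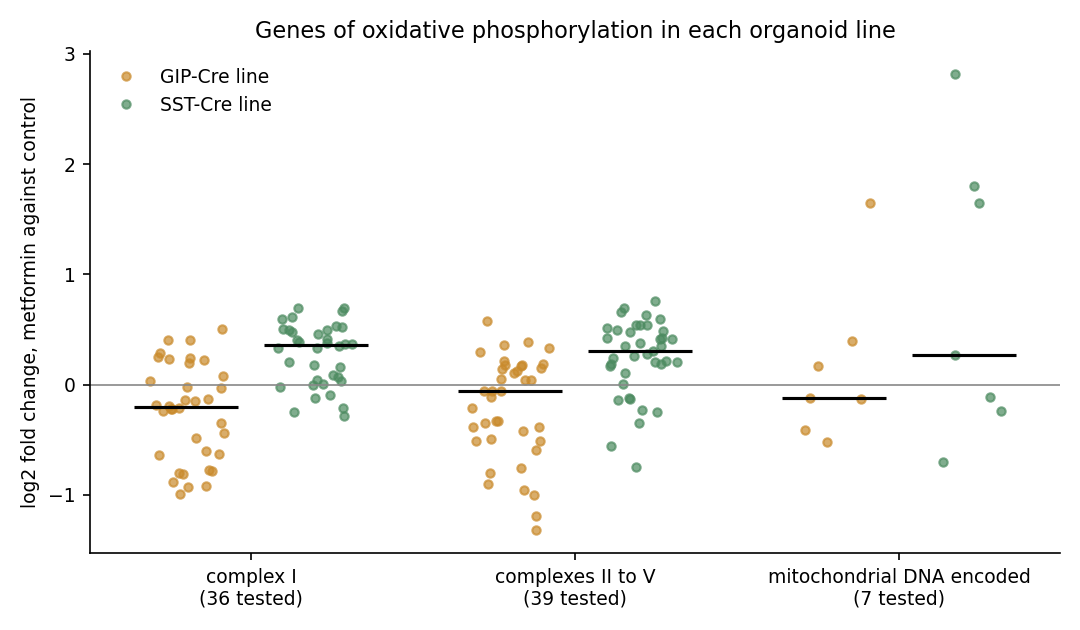
Points give the log2 fold change of metformin against control for each tested subunit of complex I, of complexes II to V and of the mitochondrial genome, in the GIP-Cre and the SST-Cre line, and black bars give medians. The medians of complex I are -0.21 and 0.36, and those of complexes II to V -0.06 and 0.31; without GIP-Cre control replicate 3, those of the GIP-Cre line are 0.16 and 0.14.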

Metformin did not elicit a notable pattern of changes in the expression of genes associated with oxidative phosphorylation (Supplementary Figure 10).

As inhibitors of mitochondrial function can cause fractured mitochondrial morphology^36^, we imaged intestinal cells stained with MitoTracker green after treatment with metformin. Control cells exhibited heterogeneous mitochondrial morphology, with 21% of cells showing predominantly elongated mitochondria, 27% intermediate and 52% punctate. By contrast, 90% of metformin treated cells had punctate mitochondria (Fig. 5e,f). Morphometric analysis of mitochondrial networks (imposed as spots to different cellular regions) showed that metformin treated cells displayed a modestly higher width to length ratio and spot roundness compared to control cells (Fig. 5g). These results demonstrate that metformin not only inhibits mitochondrial respiration in intestinal cells, but alters the expression of mitochondrial genes and mitochondrial network morphology.

### Metformin and mitochondrial respiration inhibitors induce GDF-15 in intestinal cultures

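*Gdf15*, which encodes a secreted stress hormone of the TGF-beta family, had the smallest p of all 13174 genes in edgeR's test over both organoid lines. In the GIP-Cre line its level went from 15.8 ± 1.33 CPM (mean ± SD, n = 3) in control to 131 ± 16.2 in metformin treated cultures, and in the SST-Cre line from 43.6 ± 0.68 to 489 ± 67.2. The log2 fold change was 3.28 (standard error 0.119, adjusted p = 1.28e-09, quasi-likelihood F test) over both lines, 3.06 in the GIP-Cre line and 3.49 in the SST-Cre line, and the test of the difference between lines gave 0.43 (standard error 0.178, adjusted p = 0.156) in the same quasi-likelihood F test. Control cultures of the SST-Cre line had more *Gdf15* than those of the GIP-Cre line, by 1.47 (standard error 0.13, adjusted p = 4.77e-05) on the log2 scale in that test. *Gdf15* (ENSMUSG00000038508) lies on chromosome 8 from 70629393 to 70632456 of GRCm38.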

*Gdf15* was one of the most significantly upregulated genes in metformin treated intestinal 2D monolayer cultures (Fig. 1a). Consistently, 1 mM metformin elicited 4.1-fold increase in GDF-15 secretion compared to vehicle control in 2D monolayers from duodenal organoids (Fig. 6). We investigated whether in addition to metformin, other mitochondrial respiration inhibitors induce GDF-15 in intestinal cells. Like metformin, the complex I inhibitor rotenone (10 µM) induced *Gdf15* mRNA expression and elicited 3.2-fold increase in GDF-15 secretion compared to control (Fig. 6). The complex III inhibitor antimycin A (10 µM) also induced *Gdf15* mRNA expression and elicited a marked 15-fold increase in GDF-15 secretion (Fig. 6). The proton uncoupler FCCP (10 µM) neither induced GDF-15 mRNA expression or secretion. These results show that inhibitors of the electron transport chain, but not the proton uncoupler FCCP induced GDF-15 expression and secretion.

**Figure 6:**
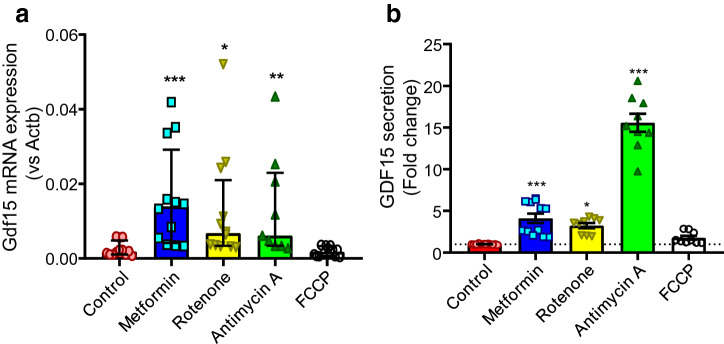
Metformin and mitochondrial electron transport chain inhibitors induce GDF-15 mRNA expression and secretion. (**a**) *Gdf15* mRNA expression in mouse duodenal 2D monolayer cultures pre-treated with no treatment control, metformin (1 mM), rotenone (10 µM), antimycin A (10 µM) and FCCP (10 µM) for 24 h (all n = 11–12 wells, 3 wells assessed in parallel from 4 independent experiments). Results presented as median ± Interquartile range. *Gdf15* expression normalised relative to *Actb*. Kruskal–Wallis test and Dunn’s post-hoc test. (**b**) GDF-15 secretion in mouse duodenal 2D monolayer cultures pre-treated with metformin (1 mM, n = 12 wells, 3 wells assessed in parallel from 4 independent experiments), rotenone (10 µM, n = 9 wells, 3 wells assessed in parallel from 3 independent experiments), antimycin A (10 µM, n = 9 wells, 3 wells from 3 independent experiments) and FCCP (10 µM, n = 9 wells, 3 wells from 3 independent experiments) for 24 h. Secretion is normalised to the control (n = 9 wells, 3 wells assessed in parallel from 3 independent experiments). Results presented as mean ± SEM. *P < 0.05, ***P < 0.001. One-way ANOVA and Bonferroni post-hoc test.

### The effects of metformin in apical-out and basal-out organoids

3D organoids have well-established apical-basolateral polarity with their apical surfaces located towards the core^37^. However, to mimic high luminal concentrations of metformin in 3D organoids, apical surfaces needs to be accessible to the media. We investigated the effects of metformin on apical-out organoids and basal-out organoids. Staining with the apical epithelial marker villin confirmed that cultured duodenal organoids in suspension for 3–4 days evert the apical membranes to the outer surface (apical-out phenotype) (Fig. 7a). After oral gavage, metformin concentrations accumulate to 0.15–3.36 mmol/kg in the small intestine in HFD fed mice^16^. We tested metformin at 1 mM as a therapeutically relevant concentration in apical-out organoids. Metformin replicated the expression changes of glucose transporters, hexokinases and *Gdf15* in apical-out organoids (Fig. 7b). We also investigated metformin at a range of concentrations in basal-out organoids. Metformin did not influence gene expression when applied at 10 µM and 100 µM concentrations (within the reported range of physiological metformin concentrations in the blood)^16^ (Supplementary Figure 11). At 1 mM, metformin significantly increased the expression of *Hk1* and *Gdf15*, but not other genes (Supplementary Figure 11). The results suggest that metformin is efficacious when exposed at a therapeutic concentration on apical-out organoids, whereas metformin applied basally (particularly at therapeutic concentrations in the blood) displayed lower efficacy.

**Figure 7:**
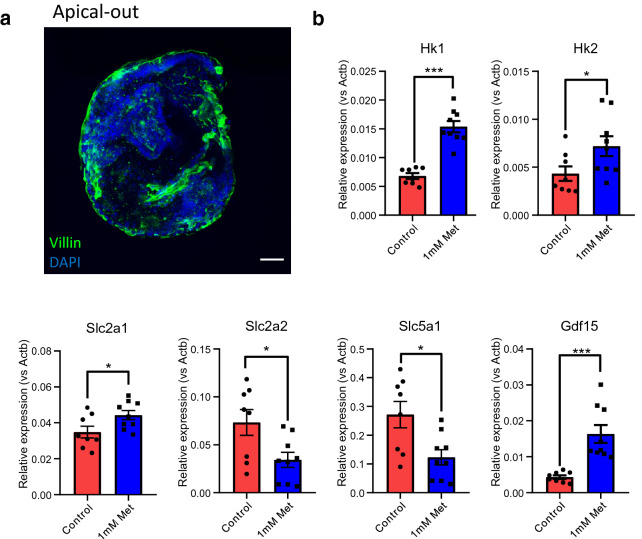
The effects of metformin on gene expression changes in apical-out and basal-out intestinal organoids. (**a**) Confocal images of mouse apical-out intestinal organoids stained with villin (green) and DAPI (blue). Scale bar = 30 µm. (**b**) qPCR analysis of glucose transporters (*Slc5a1*, *Slc2a2* and *Slc2a1*), hexokinases (*Hk1* and *Hk2*) and *Gdf15* in mouse duodenal apical-out organoids in response to metformin pre-treatment of 1 mM for 24 h. n = 8–9 wells from 3 independents. Results are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. One way ANOVA and Bonferroni post-hoc test.

### Oral metformin gavage replicates gene expression changes in the mouse distal small intestine

To confirm the effects of metformin on gene expression in vivo, RT-qPCR analysis was performed on different tissue segments of intestine of HFD-fed mice orally administered metformin. 6 h after a single oral metformin dose (600 mg/kg) *Slc2a1* expression in the distal small intestine increased, but no significant changes were observed in the other regions (Fig. 8a). Metformin also decreased the expression of *Slc2a2* in the proximal and distal small intestine (with a similar trend in the middle small intestine) (Fig. 8b) whereas it decreased expression of *Slc5a1* in the distal small intestine (p = 0.05), (Fig. 8c). Once daily oral gavage of 300 mg/kg metformin for 11 days also increased the expression of *Slc2a1* in the middle small intestine (Fig. 8d). There was a trend towards decreased *Slc2a2* expression in the distal small intestine, whereas transcript expression was not affected in the proximal small intestine or the colon (Fig. 8e). Decreased *Slc5a1* mRNA expression was observed in the distal small intestine (Fig. 8f).

**Figure 8:**
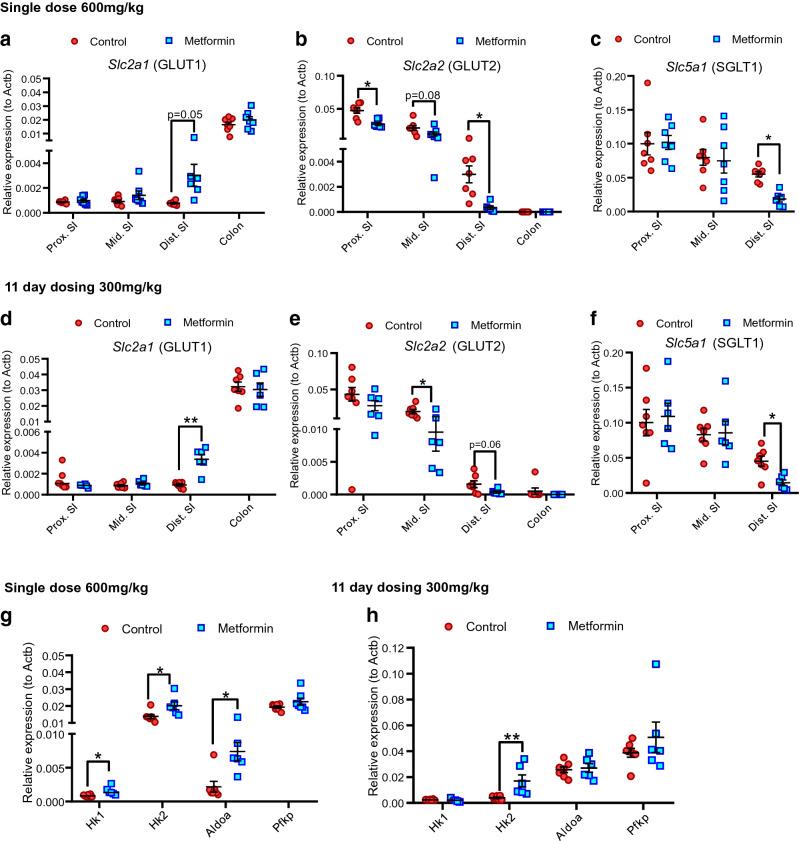
The effects of metformin on the expression of glucose transporters and metabolism genes in HFD-fed mice. (**a**–**c**) Effects of a single oral dose of metformin (600 mg/kg) on expression of glucose transporters *Slc2a1* (**a**), *Slc2a2* (**b**) and *Slc5a1* (**c**) in proximal, middle and distal small intestinal and colonic tissues of HFD-mice. mRNA analysis of fresh frozen tissue normalised to expression levels of β-actin (*Actb*). Results are mean ± SEM. n = 6 mice per group. *P < 0.05, **P < 0.01, ***P < 0.001. Student’s *t* test. *SI* small intestine. (**d**–**f**) Effects of once daily oral administration of metformin (300 mg/kg) for 11 days on expression of glucose transporters *Slc2a1* (**d**), *Slc2a2* (**e**) and *Slc5a1* (**f**) in proximal, middle and distal small intestinal and colonic tissues of HFD-mice. mRNA analysis of fresh frozen tissue normalised to expression levels of β-actin (Actb). Results are mean ± SEM. n = 6–7 mice per group (7 controls, 6 metformin). *P < 0.05, **P < 0.01. Student’s *t* test. (**g**,**h**) The effects of a single oral 600 mg/kg metformin dose (**g**) and once daily oral 300 mg/kg metformin dose for 11 days (**h**) on the expression of glucose metabolism genes *Hk1*, *Hk2*, *Aldoa and Pfkp* in the distal small intestine. Results are mean ± SEM. *P < 0.05, **P < 0.01. mRNA analysis of fresh frozen tissue normalised to expression levels of β-actin (*Actb*). Student’s *t* test.

Since the effects of metformin on glucose transporter expression changes were predominantly observed in the distal small intestine, we investigated the effects of metformin on glucose metabolism genes in distal small intestinal tissues. A single high dose of metformin increased the expression of glycolysis genes *Hk1*, *Hk2* and *Aldoa*, but not *Pfkp* (Fig. 8g), whereas repeated lower dosing over 11 days only increased *Hk2* expression (Fig. 8h). The results demonstrated that metformin treatment for 6 h altered the expression of glucose transporter and glycolysis genes in the distal intestine in a manner similar to that observed in intestinal cultures, and that the expression profiles of glucose transporters and *Hk2* were persistent in a sub-chronic drug application regime (Fig. 8h).

Finally, we aimed to confirm previously reported preferential accumulation of metformin in the intestine compared with other tissues^16^. Five HFD-fed mice were chronically treated with metformin in the drinking water for 4 weeks and metformin concentrations in different tissues were quantified by mass spectrometry. We found relatively low plasma levels (8.5 ± 1.8 mmol/l) and concentrations only reached 0.3 ± 0.1 mmol/kg in the liver, and 0.5 ± 0.1 mmol/kg in the kidney. By contrast, substantially greater metformin accumulation was observed in the small intestine (2.8 ± 1.0 mmol/kg; 7.0 ± 3.0 mmol/kg; 12.4 ± 5.4 mmol/kg in the duodenum, jejunum and ileum, respectively) and even higher levels were found in the distal large intestine (3.9 ± 1.2 mmol/kg and 23.1 ± 2.9 mmol/kg in the proximal and distal colon, respectively).

## Discussion

In this study, we analysed the transcriptome of intestinal cultures treated with metformin. We observed that metformin: (1) increased GLUT-dependent glucose uptake, presumably via increased expression of *Slc2a1* despite decreased expression of other GLUT and SGLT family transporters, (2) increased glycolytic capacity and glycolytic ATP production and (3) increased *Gdf15* expression and GDF-15 secretion. These effects seemed to be dependent on mitochondrial dysfunction, since other electron transport chain inhibitors replicated the effects of metformin on gene expression, and metformin decreased glucose oxidation, altered the transcription of mitochondrial genes, and fractured mitochondrial networks. We replicated the effects of metformin on expression changes of glucose transporters, hexokinases and *Gdf15* in 3D intestinal organoids and the distal small intestinal tissue of HFD-fed mice.

Previous transcriptomic profiling to investigate mechanisms of metformin action have been performed on hepatocytes, skeletal muscle and adipose tissue biopsies, but not intestinal cells^38,39^. However, observations that metformin accumulates at the highest levels in the GI tract after oral administration, replicated here after chronic dosing in mice, and clinical studies involving “delayed release” formulations of metformin argue that the GI tract plays an important role in mediating the pharmacological effects of metformin^16,19,20,40^. Amongst the prominent findings of the effects of metformin on intestinal cells were alterations in hexose metabolism pathways, notably upregulation of key genes involved in glycolysis.

Previous studies investigating the effects of metformin on glucose handling in the small intestine have postulated both altered intestinal glucose metabolism as well as basal-to-apical export of glucose into the lumen via AMPK-dependent GLUT2 expression on the brush-border membrane^41–44^. Our metabolic measurements showed that metformin increased intestinal glycolysis by increasing glycolytic capacity, increasing the dependence of intestinal cells to produce ATP from glycolysis and lactate release. Recent studies involving metabolomics measurements of arterial-venous differences in pigs revealed that visceral organs (including the GI tract) are the biggest consumers of glucose (60%) and amino acids^45^. Furthermore, Schommers et al*.*, used metabolic tracing in HFD-fed mice to demonstrate that metformin increases glucose metabolism to lactate in the intestine as a result of inhibiting mitochondrial function, resulting in a futile cycle as lactate is reconverted to glucose by the liver^43^, and potentially contributing to increased energy expenditure. These studies provide in vivo evidence supporting our observations in intestinal 2D cultures to suggest the importance of intestinal glucose metabolism in metformin action.

In addition to glycolysis, we observed that metformin increased the expression of *Slc2a1* (GLUT1) and increased GLUT-dependent glucose uptake in 2D monolayers, 3D organoids and the distal small intestine of metformin treated mice. It is tempting to speculate that an increased intestinal glucose utilization plays an important part in the blood glucose lowering action of the drug^21–25,46^. Studies by Penicaud et al*.*, showed that intestinal glucose utilisation correlated with the hypoglycaemic effects of metformin when given to female obese rats for 8 days^46^. PET–CT imaging studies showed that long-term oral metformin administration increased accumulation of the intravenously injected non-metabolisable glucose analogue 18fluoro-deoxyglucose (^18^F-DG) in the small intestine and colon^21–25^. A recent phase 2 clinical trial in T2DM patients reported that under euglycaemic hyperinsulinaemic conditions, metformin increased ^18^F-DG uptake in the small intestine and colon in an insulin independent manner, and colonic glucose uptake was positively correlated with reduced fasting plasma levels in the metformin cohorts^24^. Our observations suggest a molecular explanation for the gastrointestinal tract as a “sink” in depositing glucose from the circulation as a mechanism of achieving glucose-lowering effects of metformin^24^.

The observations that metformin decreased the expression of glucose absorption transporters *Slc2a2* (GLUT2) and *Slc5a1* (SGLT1) could potentially suggest that metformin decreases transepithelial glucose transport. Previous studies in mice and T2DM patients demonstrated that another mechanism of metformin action was to decrease intestinal absorption of ingested glucose and increase intestinal glucose transit^47,48^. Yet, our findings do not support other reports showing that metformin increased GLUT2 abundance in the intestinal epithelium^42,44^.

In addition to inhibiting glucose oxidation as expected from the well-established effects of metformin on complex I inhibition^49–51^, we showed that metformin caused transcriptomic changes in mitochondrial genes and punctate mitochondrial morphology. The importance of complex I inhibition in the anticancer actions of metformin have recently been discussed^52^. In addition, RNA-sequencing data of mitochondrial gene sets showed that metformin increased the expression of genes involved in mitochondrial calcium processes and mitochondrial protein quality control, whilst decreasing the expression of genes involved in mitochondrial DNA replication and translation. A recent study by Loubiere et al., demonstrated that metformin stimulated mitochondrial Ca^2+^ uptake in LNCaP prostate cancer cells, which promotes mitochondrial swelling and disorganisation of cristae, suggesting a role of mitochondrial Ca^2+^ signalling in mitochondrial stress or dysfunction in intestinal cells^36^. Insights from mouse models harbouring mutations in genes involved in DNA replication or translation revealed punctate mitochondrial morphology, as well as altered mitochondrial one-carbon pool and increased expression of mitochondrial quality control genes such as *Lonp1*, *Yme1l1* and *Oma1*^45,53,54^. We also observed upregulation of lysosome-related genes, which could play a role in mitochondrial fragmentation^55^. Therefore, the dysregulation of other mitochondrial processes by metformin could contribute to fractured mitochondrial morphology.

We and others have previously established the importance of GDF-15 in mediating the effects of metformin on food intake and weight loss. Our observations showed that the small intestine and colon, as opposed to the liver, played an important role in mediating the effects of metformin in increasing GDF-15 through the activation of the integrated stress response (ISR)^26,29^. Here we identified *Gdf15* as one of the most significantly upregulated metformin responsive genes. This corroborated transcriptomic data from primary hepatocytes, which revealed that metformin increased *Gdf15* expression independent of the AMPK signalling pathway^39^. Our results provide further evidence that metformin-elicited GDF-15 induction was dependent on mitochondrial dysfunction, as other electron transport chain inhibitors rotenone and antimycin A also induced GDF-15 mRNA and secretion. FCCP did not increase GDF-15 secretion, suggesting that the mechanism involved inhibition of the electron transport chain or oxygen consumption as opposed to depletion of ATP levels. These findings corroborate other observations that *Gdf15* mRNA expression was upregulated in mouse models and patients with mitochondrial diseases^54,56,57^. We found that rotenone and antimycin A also altered the expression of glucose transporters and increased glucose uptake to a similar extent as metformin. This could explain the observations that metformin application at 1 mM (concentrations sufficient to inhibit mitochondrial function), but not at any lower concentrations, altered the expression of glucose transporters^7,49–51^. Our observations suggest that mechanisms of metformin in increasing glucose uptake and GDF-15 are both dependent on mitochondrial dysfunction.

Previous studies in Caco-2 cells seeded in transwells demonstrated that uptake of metformin was most efficient when applied to the apical as opposed to the basolateral surface, which could partially be explained by higher apical expression of OCT1, PMAT and SERT^58,59^. Our observations demonstrated that apical-out organoids replicated the effects of metformin on the mRNA expression of glucose transporters, hexokinases and *Gdf15* in 2D monolayer cultures. We also found that metformin increased *Gdf15* and *Hk1* in basal-out organoids at the same concentrations, which could suggest some metformin uptake in the basolateral membrane of organoids, or that the leaky nature of intestinal organoids could enable metformin to reach the apical membrane^60^. However, the observations that metformin application at 10 µM and 100 µM were without effect on gene expression in basal-out organoids might suggest that the previously reported therapeutic metformin concentrations in the blood would be insufficient to elicit changes in gene expression^16^; it is tempting to speculate that the exposure of intestinal epithelial cells to the much higher luminal metformin concentrations is critical for the therapeutic effect.

We also reported that the expression of glucose transporters and hexokinase gene *Hk2* were replicated in the distal small intestine of HFD-fed mice treated with oral gavage for 6 h and 11 days. Our previous study using the same mice also demonstrated that metformin increased *Gdf15* expression in the proximal and distal small intestine and colon^26^. It should be noted that metformin only altered the expression of the glucose transporters (especially *Slc5a1* and *Slc2a1*) in the distal small intestine, whereas the effects in other intestinal regions were highly variable. Biodistribution studies by Wilcock and Bailey demonstrated that metformin accumulates at the highest concentrations in the distal small intestine compared to other intestinal regions after metformin oral gavage in mice^16^. These regional differences are likely to be explained by variations of metformin biodistribution in the GI tract as opposed to differences in metformin action in different regions of the intestinal tract, since the expression of glucose transporters was similar in duodenal and ileal 2D monolayers treated with different concentrations of metformin.

In summary, through transcriptomic analysis and functional studies in intestinal cells, we demonstrate that mitochondrial dysfunction triggered by high concentrations of metformin exposure was associated with GLUT1-dependent glucose uptake, glycolysis and GDF-15 release. These cellular mechanisms could explain the direct roles of metformin in mediating intestinal glucose utilisation and weight loss.

## Materials and methods

### Intestinal organoid and 2D monolayer cultures

Generation and maintenance of mouse intestinal organoids were performed as previously described^61,62^. Duodenal and ileal organoids were generated from isolated intestines from the proximal 3 cm beyond the stomach and distal 10 cm to the ileal-caecal junction, respectively. Organoids were suspended in domes containing Basement Material Extract (BME, Cultrex PathClear Reduced Growth Factor Type 2, R&D Systems) with growth media containing Epithelial Growth Factor (EGF), Noggin, R-Spondin (= ENR) and Rho-associated protein kinase (ROCK) inhibitor Y-27632 (10 µM). 2D monolayer cultures were established as previously described^61^. Briefly, organoids were dissociated using TryPLE reagent (Life Technologies) for 2–4 min at 37 °C followed by mechanical trituration, before seeding the suspension on dishes coated with 2% matrigel dissolved in Advanced DMEM/F12 (4500 mg/l glucose, Life Technologies) media.

### Bulk RNA-sequencing

In preparation of samples for RNA-sequencing, two transgenic organoid lines (called GIP-cre tdRFP and SST-cre tdRFP), which express cell specific fluorescent reporters in enteroendocrine cell populations but are otherwise normal, were plated as 2D monolayer cultures in 3 separate 24-well plates on day 1 followed by treatment with or without 1 mM metformin for 24 h. Mouse intestinal 2D monolayer cultures plated were lysed in RLT plus buffer and the RNA was extracted using the RNeasy Micro Plus kit (Qiagen) according to manufacturer’s instructions. Removal of salt carryover was subsequently performed using RNeasy MinElute Cleanup kit (Qiagen). The quality of RNA was validated by Bioanalyser RNA Nano kit (Agilent) and Agilent Bioanalyser 2100 system with RIN values between 8.1 and 9.4. 1 µg of total RNA was used for library construction using Illumina's TruSeq Stranded mRNA Library Prep Kit according to the manufacturer’s protocol at the Institute of Metabolic Science Genomics and Transcriptomics Core Facility (Cambridge, UK). Indexed libraries were purified, normalised, pooled and sequenced on the HiSeq 4000 platform (Illumina) at the Genomics Core Facility, Cancer Research UK Cambridge Institute (Cambridge, UK).

All RNA sequencing analyses were performed using Bioconductor software packages in RStudio (v.1.2.5019) Gene annotation was obtained from the Ensembl dataset held in BioMart (v2.40.5). Differential expression of genes was calculated using the DESeq2 package (v1.24.0). A first DESeq analysis was performed to obtain a list of non-differentially expressed (non-DE) genes (P adjusted value > 0.05) between control and metformin treated samples pooled from both organoid lines combined by fitting a negative binomial generalised linear model. A second DESeq analysis was performed by estimating the size factors using only the non-DE genes from the first analysis. A local dispersion estimation fit was performed in the second DESeq analysis. A threshold with log2FoldChange of 0.3 was selected and any genes with < 0.3 log2FoldChange were classified as non-DE genes. The raw counts were normalised by variance stabilising transformation (VST), which divides the raw count data by the Size Factors. Gene Ontology and KEGG pathway analysis were performed using goseq and clusterprofiler packages, respectively. Mitochondrial gene lists were generated from the MitoCarta2.0 database^35^.

### Real-time quantitative PCR (RT-qPCR)

RNA extraction from mouse intestinal 2D monolayer cultures plated in 48 well plates was performed using the RNeasy Micro Plus kit (Qiagen) according to manufacturer’s instructions. RNA-extraction from frozen intestinal tissues of HFD-fed mice was performed as described^26^. The reverse transcription reaction was performed using MMLT-RV transcriptase (Promega) on the Peltier-Thermo Cycler-225 (MJ Research) according to manufacturer’s instructions. RT-qPCR reactions were performed as described^63^. The Taqman probes (Thermo Fisher) were Actb (Mm02619580_g1), Slc2a1 (Mm00441480_m1), Slc2a2 (Mm00446229_m1), Slc5a1 (Mm00451203_m1), Slc2a5 (Mm00600311_m1), Gdf15 (Mm00442228_m1), Hk1 (Mm00439344_m1), Hk2 (Mm00443385_m1), Pfkp (Mm00444792_m1), Aldoa (Mm00833172_m1). The RT-qPCR reaction was performed using the 7900 HT Fast Real-Time PCR system (Applied Biosystems, Fisher Scientific, Waltham, MA, USA). The qPCR results were normalised by calculating the difference in cycle threshold values (ΔCT) between the housekeeper gene β-actin and the gene of interest (CT_βactin_ – CT_gene_). Relative gene expression was expressed as 2^ΔCT^ for the given gene.

### Transfection of 2D monolayer cultures

For live-cell imaging studies, on day 2 after establishing 2D monolayer cultures and before drug pre-treatment, cultures were transfected with the plasmid of interest. A transfection mix was prepared by mixing 2 µg of plasmid DNA with 2 µL of Lipofectamine 2000 reagent (Invitrogen) in 100 µL of Opti-Mem (Thermo Fisher Scientific) per reaction and incubated for 10 min at room temperature. 100 µL of transfection mix was added dropwise onto the centre of the imaging dish and incubated at 37 °C for 4–8 h. Transfection efficiency was visualised using the EVOS cell imaging system (Thermo Fisher Scientific). Transfected cells were overnight (18–28 h) treated with or without metformin/mitochondrial respiration inhibitors before imaging.

### Live cell imaging of glucose and pyruvate levels

Live-cell imaging of glucose uptake was performed in cells transfected with FLII12Pglu-700μδ6 FRET-based glucose sensor, and live-cell imaging of pyruvate levels was performed in cells expressing the FRET-based sensor Pyronic^64,65^. Imaging of fluorescent-resonance energy transfer (FRET) sensors was performed on 2D monolayer cultures 2 days after seeding in 35 mm glass bottomed dishes and a day following transfection of the FRET sensor. Imaging was performed using an inverted fluorescence microscope (Olympus IX71) with a 40 × oil-immersion objective lens. Cells were excited at 435 ± 10 nm using a 75 W xenon arc lamp connected to a monochromator (Cairn Research), controlled by the MetaFluor software (Molecular Devices). CFP or mTFP emissions at ~ 470 nm and YFP or Venus emissions at ~ 535 nm were simultaneously monitored using an Optosplit II beam splitter (Cairn Research) and Orca ER camera (Hamamatsu Photonics). Images were acquired every 5 s.

### Live cell metabolic imaging of Perceval HR and Peredox sensors

Perceval HR is a genetically encoded fluorescent intracellular ATP and ADP sensor as described in^66^. Transfected cells expressing Perceval HR (21737, Addgene) were imaged at 490 ± 2 nm and 450 nm excitation sequentially, and images were acquired every 10 s. Images were background subtracted using MetaFluor software. Fluorescence emitted from excitation at 490 nm was dictated by changes in intracellular ATP concentrations, whilst the isosbestic point remained constant. The Perceval fluorescence ratio (FI/F0) was calculated by dividing the fluorescence emitted from excitation at 490 nm by 450 nm.

Peredox is a genetically encoded fluorescent sensor exclusively localised in the cytosol and not in the mitochondria, enabling compartmentalised imaging of cytosolic NADH concentrations (as a measurement of the cytosolic NADH/NAD^+^ redox ratio)^67^. The T-Sapphire and mCitrine fluorescence of the Peredox sensor (32386, Addgene) was sequentially excited at 405 ± 20 nm and 480 ± 10 nm respectively, and images were acquired every 10 s. T-Sapphire fluorescence (emitted from excitation at 405 ± 20 nm) was increased correlating with cytosolic NADH concentrations, whilst the mCitrine fluorescence remained constant throughout the experiment. Peredox fluorescence ratio (FI/F0) was calculated by dividing the fluorescence at 405 nm by 480 nm.

### Autofluorescence imaging of NAD(P)H and FAD

The cellular redox states can be estimated by measuring NAD(P)H and FAD autofluorescence^68^. NAD(P)H has an autofluorescence characteristic of the nicotinamide ring at UV range of excitation, whilst FAD has a characteristic autofluorescence of the flavin ring excited at ~ 450 nm. Autofluorescence imaging was performed on untransfected 2D monolayer cultures 2 days after seeding in 35 mm^2^ glass bottomed dishes. A phase contrast image of the cells was captured as a reference to identify cells/regions of interest. NAD(P)H and FAD autofluorescence were sequentially excited at 360 ± 15 nm and 465 ± 10 nm, respectively and images were acquired every 10 s. Background subtraction was performed using MetaFluor software and fluorescence measurements were transcribed in an excel spreadsheet. Data points were smoothened with a sliding average of 60 s. Changes in NAD(P)H and FAD autofluorescence (measured as arbitrary units) were calculated by subtracting the differences from the maximal fluorescence response during treatment to the maximal fluorescence 120 s prior to treatment (basal).

### Seahorse bioanalyser assays

Experiments were performed on the Seahorse XF24 bioanalyser (Agilent) according to manufacturer’s instructions. Briefly, 20 of the 24 wells in the XF24 plates (Agilent) were used to establish 2D monolayer cultures at full confluency, with 4 wells used as blanks (no cell controls). The cultures were treated with/without metformin in a random plate order for 24 h at 37 °C in the humidifying chamber in 5% CO_2_. On the day of the experiment, the cells were incubated with 525 µL of Seahorse XF base medium without Phenol red (Agilent) with the indicated compounds for 1 h, 37 °C in a non-CO_2_ incubator. The cartridge was loaded with 75 µL of the indicated drugs. All experiments were performed at 37 °C. At each measurement of extracellular acidification rate (ECAR) and oxygen consumption (OCR), each well was mixed for 3 min followed by measurements for another 3 min. ECAR and OCR were normalised to total protein content by performing BCA assay (Sigma) on lysed cells at the end of each experiment.

### MitoTracker imaging and mitochondrial morphology analysis

Intestinal cells were seeded in 2D monolayers in black walled 96 well plates (Perkin Elmer) prior to treatment with or without 1 mM metformin for 24 h. Cells were stained with MitoTracker green (Thermo Fisher) for 20 min, followed by incubation with ENR media for another 30 min. Cultures were washed at least 3 times with media for 2 h (where 1 mM metformin was present throughout each wash step in treatment groups). Live cell confocal imaging was performed on a high-content imaging platform at × 40 objective (Opera Phenix-Perkin Elmer). Mitochondrial morphology analysis was performed using Harmony software. Images were background subtracted using Sliding Parabola function, followed by defining regions with mitochondrial networks based on images taken at DIC, as well as criteria including surface texture, brightness and sizes of regions and linear classifier machine learning. Spots were applied onto mitochondrial networks, and geometrical parameters were calculated based on the shapes of spots. Separately, cells were also categorised and counted (using Fiji) by a condition-blinded experimenter scoring mitochondrial morphological characteristics: elongated (where all of the mitochondria displayed strand like patterns), intermediate (where mitochondria displayed a mixture of fragmented and elongated features) and fragmented (where mitochondria displayed dot-like patterns).

### Lactate release assays

Lactate release was performed 2 days after seeding mouse intestinal organoids into 2D monolayers in 48 well plates and 24 h after treatment with/without 1 mM metformin. On the day of experiment, media was removed and cultures were washed 3 times with warm PBS. Cultures were incubated for 4 h at 37 °C in the humidifying chamber treated with 100 µL of DMEM without phenol red, glucose, glutamine or pyruvate (A1443001, Thermo Fisher) plus the indicated drugs. The medium was then collected and spun at 5000*g* for 5 min at 4 °C to remove debris and dead cells. The supernatant was collected and lactate was measured at the Core Biochemical Assay Laboratory, University of Cambridge using a lactate assay kit (Siemens Healthcare). The lysates were treated with lysis buffer, and lysates were collected and spun at 10,000*g* for 10 min at 4 °C. Secretion results were normalised to total protein lysate content measured using BCA assay (Thermo Fisher).

### GDF-15 secretion assays

GDF-15 secretion was performed a day after seeding mouse intestinal organoids into 2D monolayers in 48 well plates. 2D organoid cultures were treated with mitochondrial respiration inhibitors for 24 h at 37 °C in the humidifying chamber with 150 µL of ENR and the indicated drugs. The medium was then collected and spun at 5000*g* for 5 min at 4 °C. The supernatant was collected and GDF-15 was measured at the Core Biochemical Assay Laboratory, University of Cambridge using a mouse GDF-15 assay kit (MGD-150, R&D Systems) using a microtiter plate-based two-site electrochemiluminescence immunoassay (MesoScale Discovery assay). The secretion results were normalised to basal secretion (control) for each experiment to calculate the fold change.

### Generation of apical-out and basal-out organoids

The protocol for generation of apical-out organoids was adapted from^37^. Briefly, 24 well plates were coated with 1% PolyHEMA (Sigma) dissolved in absolute ethanol and left to dry overnight to produce low attachment plates. Organoids were collected in 5% EDTA dissolved in PBS or Cell Recovery solution (Corning) in lo-bind Eppendorf tubes and placed on a plate rotator for 1 h at 4 °C to remove BME. The organoids were then spun at 600 × *g* for 5 min and the pellet was resuspended in ENR before plating in low-attachment plates. The organoids were cultured for 2–3 days prior to treatment with 1 mM metformin for 24 h before RNA extraction. Basal-out organoids were cultured by suspending organoids in BME and plated as domes in 48-well plates (as described in “Metformin increases glycolysis in intestinal cells”).

### Immunohistochemistry and confocal imaging

Apical-out organoids were collected, spun at 500 × *g* for 5 min and washed with PBS, whilst basal-out organoids were collected in Cell recovery solution for 30 min on ice to remove BME before spinning. Organoids were fixed with 4% Paraformaldehyde (Alfa Aesar) at room temperature for 30 min. After 3 × 10 min wash (PBS and 0.1% Triton X-100, Sigma), organoids were blocked with donkey serum (Sigma) for 1 h at room temperature followed by staining with Rabbit anti-villin antibody (1:1000, Abcam) at 4 °C overnight. The next day, organoids were brought to room temperature for 1 h, 3 × 10 min PBS and 0.1% Triton X-100 wash, followed by application of anti-rabbit Alexa-Fluor 488 secondary antibody (1:300, Invitrogen) for 1 h at room temperature. Organoids were washed in PBS and 0.1% Triton X-100 and treated with 2 µg/mL DAPI (1:300, Sigma) before mounting in Hydromount (National Diagnostics). Organoids were imaged using Leica SP8 laser-scanning confocal microscope (Leica) and z-stack images were taken with 1 μM thickness. Images were analysed via Fiji.

### High fat diet mouse experiments

The experimental procedures used in experiments involving male C57BL6/J mice fed with HFD were described previously^26^. All mouse studies were performed in accordance with UK Home Office Legislation regulated under the Animals (Scientific Procedures) Act 1986 Amendment, Regulations 2012, following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). In brief, samples were taken from two cohorts; one cohort where mice had been fed on HFD for 4 weeks (1 week 45% HFD, 3 weeks 60% HFD) and given a single dose of 600 mg/kg with tissue samples taken 6 h later, the second cohort where mice switched to 60% HFD for 3 days before given 300 mg/kg does for 11 days with tissue taken 4 h after last dose.

Intestinal tissue was isolated from mice as previously described in^26^. The small intestine (from the stomach to the ileal-caecal junction) was isolated into three equal length segments and intestinal tissues were taken from the middle of each segment. These segments were termed proximal, middle and distal small intestine, respectively. The colon was isolated from the ileal-caecal junction to the anus, and the colonic tissue was taken from the middle of the segment. The tissues were collected in Lysing Matrix D homogenisation tube (MP Biomedicals) on dry ice and stored at − 80 °C before RNA extraction.

An additional cohort of C57BL6/JN mice fed 60% HFD was given metformin in the drinking water—the initial dose was 1 g/l for two weeks, which was, as the mice tolerated this well, increased to 3 g/l for an additional two weeks. Mice were sacrificed and intestinal tissue (cut into three equal sized small intestinal sections referred to as duodenum, jejunum and ileum, and two (proximal and distal) colon/rectum sections) were washed repeatedly in PBS to remove luminal contents and non-absorbed metformin. Other tissues taken included left liver lobe and left kidney and a terminal blood/plasma sample. All materials were stored at − 80 °C before mass spectroscopic quantification of metformin content.

### Analysis of metformin concentrations

Metformin was isolated utilising an adapted version of the liquid–liquid extraction previously described^69^. Briefly, the tissues were weighed (between ~ 2 to 20 mg) or biological fluids pipetted (~ 10 µL) into 2 mL screw cap Eppendorf plastic tube (Eppendorf, Stevenage, UK) along with a single 5 mm stainless steel ball bearing. Immediately after, 400 µL of chloroform:methanol (2:1, respectively) solution was added, followed by thorough mixing. Samples were then homogenised using a Bioprep 24-1004 homogeniser (Allsheng, Hangzhou City, China). 100 µL of the metformin-d6 internal standard, 1,1-Dimethyl-d6-biguanide hydrochloride from QMX laboratories (Thaxted, Essex, United Kingdom) (1 µM in water) was added followed by the addition of 600 µL of chloroform:methanol (2:1, respectively) solution and homogenised again. Then 300 µL of HPLC water was added to each sample. The samples were vortexed and centrifuged at ~ 21,000*g* for 5 min. The aqueous top layers were transferred into 2 mL amber glass vials and dried down using a Concentrator Plus system (Eppendorf, Stevenage, UK). Samples were reconstituted in 100 µL of the chromatography starting conditions (9:1 mix of mobile phase A and B) and thoroughly vortexed. Reconstituted samples were transferred into a 250 μL glass vial insert in a 2 mL amber glass vial ready for LC–MS analysis.

LC–MS analysis was achieved using a Shimadzu HPLC System (Shimadzu UK Limited, Milton Keynes, United Kingdom) with the injection of 5 µL of the sample onto a Scherzo SM-C18 column (150 mm × 3 mm I.D., 3 µm) maintained at 40 °C. Mobile phase A was 30 mM ammonium acetate in water with 0.02% acetic acid. Mobile phase B was 20% acetonitrile, 80% water with 0.8% acetic acid. The flow was maintained at 0.5 mL per minute with the following gradient: 0.00 min_10% mobile phase B; 0.20 min_10% mobile phase B; 1.20 min_99% mobile phase B; 5.00 min_99% mobile phase B; 5.10 min_10% mobile phase B; 8.00 min_10% mobile phase B. The sample injection needle was washed using 50:50 water and acetonitrile solution. The mass spectrometer used was the Thermo Scientific Exactive Orbitrap with a heated electrospray ionisation source (Thermo Fisher Scientific, Hemel Hempstead, UK). The mass spectrometer source tune file was optimised for metformin and applied to the instrument method. The metformin analysis was run in positive mode from 0 to 5.00 min with the mass spectrometer scan rate set at 2 Hz, giving a resolution set to 50,000 (arbitrary units) with a full-scan range of m/z 100 to 200.

### Statistical analysis

Results were analysed for normality distribution, and statistical differences between groups were analysed via GraphPad Prism 7.0 software. For RNA-seq data, statistical analysis of DE genes was performed via DE-Seq2 package using R Studio. The specific statistical tests used are stated in the figure legends. All data were considered statistically significant when P < 0.05.

## Supplementary Information

Supplementary Figures.

## Data Availability

Raw sequencing data from this study has been deposited in the GEO database with the accession number GSE165122.

# Supplementary material for: Inhibition of mitochondrial function by metformin increases glucose uptake, glycolysis and GDF-15 release from intestinal cells
**Source:** Sci Rep. 2021 Jan 28;11:2529. doi: 10.1038/s41598-021-81349-7
**Supplement:** Supplementary file 1 — Supplementary Figures.

## Slide 1

Inhibition of mitochondrial function by metformin increases glucose uptake, glycolysis and GDF-15 release from intestinal cells
Ming Yang, Tamana Darwish, Pierre Larraufie, Debra Rimmington, Irene Cimino, Deborah A. Goldspink, Benjamin Jenkins, Albert Koulman, Cheryl A. Brighton, Marcella Ma, Brian Y.H. Lam, Anthony P. Coll, Stephen O’Rahilly, Frank Reimann*, Fiona M Gribble*
* Joint senior and corresponding authors
Supplementary Data

## Slide 2

Supplementary Figure 1: Principal component analysis (PCA) of subgroups from the RNA-seq output.
Four subgroups were identified based on the drug treatment (PC1) and organoid line (PC2). Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), with the plotPCA function.

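Principal components of the 500 most variable genes, on log2 CPM, set the treatments apart on the axis with 68.3% of the variance and the organoid lines on the next, with 13.9%. On the treatment axis, GIP-Cre control libraries scored -33.8 to -30.0 and SST-Cre controls -23.6 to -21.9, while GIP-Cre libraries with metformin scored 12.5 to 15.0 and SST-Cre ones 40.8 to 42.0. The next axis, with 6.8%, held GIP-Cre control replicate 3 apart, at -25.9, from the other libraries, at -6.07 to 10.0. Over all 13174 tested genes the treatment axis carried 50.1% of the variance.

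The lines differed without metformin as well. In control cultures 696 genes were higher and 997 lower in the SST-Cre than in the GIP-Cre line by edgeR's test. *Fgf15*, an ileal hormone that restrains bile acid synthesis, was higher in the SST-Cre line by 2.98 on the log2 scale (standard error 0.131, adjusted p = 2.31e-07, quasi-likelihood F test). *Wdfy1* was higher by 4.56 (standard error 0.235, adjusted p = 5.29e-07) and *Ly6c1* by 2.11 (standard error 0.156, adjusted p = 1.47e-05, quasi-likelihood F test), while *Aldh1b1*, a mitochondrial aldehyde dehydrogenase, had -1.51 (standard error 0.085, adjusted p = 9.45e-07, quasi-likelihood F test) and *Acta1* -2.82 (standard error 0.14, adjusted p = 5.13e-07, quasi-likelihood F test). *Fgf15* (ENSMUSG00000031073) lies on chromosome 7 of GRCm38 from 144896531 to 144900953. *Wdfy1* (ENSMUSG00000073643) lies on chromosome 1 from 79702262 to 79776143. *Aldh1b1* (ENSMUSG00000035561) lies on chromosome 4 from 45799022 to 45804604. The number of genes that differed between the control cultures of the lines rested on few libraries: it was 3034 without GIP-Cre control replicate 3, 907 to 972 without any 1 SST-Cre control, 3359 with limma's voom, 765 with the fold threshold inside the test and 740 at an adjusted p under 0.01.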

## Slide 3

Lysosome
Metformin
Control
RNA Polymerase
b
a
Control
Metformin
DNA Replication
Control
Metformin
c
DNA Repair
d
Control
Metformin
Supplementary Figure 2. The effects of metformin on the expression of genes involved in Lysosome and DNA/RNA processes.

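Among the lysosomal genes, *Naga*, an alpha-galactosaminidase of glycan breakdown, rose by 1.46 on the log2 scale (standard error 0.11, adjusted p = 2.01e-07, quasi-likelihood F test), and *Cln3*, a membrane protein of the organelle, by 1.01 (standard error 0.094, adjusted p = 1.27e-06, quasi-likelihood F test), whereas *Acp5*, an acid phosphatase, had a log2 fold change of -1.30 (standard error 0.111, adjusted p = 6.02e-07, quasi-likelihood F test). Genes of mismatch and base excision repair held more lower than higher members, with 2 higher and 13 lower of 26 tested members, also when adjusted over the list alone. *Apex1*, the endonuclease that cuts at abasic sites, had -1.65 (standard error 0.083, adjusted p = 6.45e-09, quasi-likelihood F test), *Ung*, which removes uracil from DNA, -1.86 (standard error 0.15, adjusted p = 3.68e-07), *Exo1*, the exonuclease of mismatch repair, -2.43 (standard error 0.259, adjusted p = 4.1e-06) and *Msh2*, of its recognition complex, -0.66 (standard error 0.088, adjusted p = 3.19e-05, quasi-likelihood F test). Of 30 tested subunits of the RNA polymerases, 1 was higher and 17 lower (1 higher and 18 lower when adjusted over the list alone). They included *Polr2a*, the catalytic subunit of RNA polymerase II, at -1.39 (standard error 0.139, adjusted p = 2.54e-06), *Polr3h* at -1.72 (standard error 0.103, adjusted p = 2.65e-08) and *Polr3b* at -1.46 (standard error 0.136, adjusted p = 1.32e-06) of RNA polymerase III, and *Polr1e* of RNA polymerase I at -0.94 (standard error 0.089, adjusted p = 1.6e-06, quasi-likelihood F test). *Rnaseh2b*, which serves in removing RNA from DNA, had -1.06 (standard error 0.1, adjusted p = 1.37e-06, quasi-likelihood F test). *Naga* (ENSMUSG00000022453) lies on chromosome 15 of GRCm38 from 82329532 to 82338925. *Apex1* (ENSMUSG00000035960) lies on chromosome 14 from 50924968 to 50927139. *Exo1* (ENSMUSG00000039748) lies on chromosome 1 from 175880581 to 175913489. *Polr2a* (ENSMUSG00000005198) lies on chromosome 11 from 69733997 to 69758637. Camera gave an adjusted p of 0.00214 for repair and 0.00399 for the polymerases, both downwards, and both calls were lost (adjusted p = 0.0739 with an estimated correlation for repair and 0.165 for the polymerases). All 37 lysosomal genes, 13 polymerase genes and 34 genes of repair and replication drawn in Supplementary Figure 2 passed in the drawn direction, and as genes that the study chose on these samples they are not independent evidence.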

(a) Heatmap showing differentially expressed genes (filtered by p-adjusted value of <0.05) involved in lysosome function, as identified from KEGG analysis in Figure 1B. Relative expression is normalised to the z-scores for each gene. Each box indicates a separate plate and the corresponding organoid line.
(b-d) Heatmaps showing differentially expressed genes (filtered by p-adjusted value of <0.05) involved in RNA Polymerase (b), DNA Replication (c) and DNA Repair (d), as identified from KEGG analysis in Figure 1B. Relative expression is normalised to the z-scores for each gene. Each box indicates a separate plate and the corresponding organoid line.
Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), with gene annotation from the Ensembl dataset in BioMart (v2.40.5). Heatmaps were generated using the Pheatmap tool.

## Slide 4

TNFα Signalling
a
b
Metformin
Control
Tnf
cv
Tnfrsf1a
Tradd
Ripk1, Traf2
Fadd
Ripk1, Ripk3
(Necrosome)
Tab1,
Map3k7
Casp8
Mlkl
Map2k6
Map2k1
Map2k4
Casp7
Casp3
Pgam5
Mapk3
Mapk8
Mapk13
Apoptosis
Dnm1l
Rps6ka4
Necroptosis
Creb3
Leukocyte recruitment: Cxcl1, Cxcl10, Ccl20
Leukocyte activation: Csf1, Csf2
Negative feedback: Bcl3, Nfkbia, Tnfaip3
Vascular: Edn1
Adhesion and ECM: Icam1, Mmp14
Inflammation: Ptgs2, Tnf
Supplementary Figure 3. The effect of metformin on the expression of genes involved in TNFα and EGFR signalling.

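Targets of NF-kB, the transcription factor downstream of TNFα, changed in both directions: of 16 tested members, 5 were higher and 9 lower, also when adjusted over the list alone. The median log2 fold change of the list was -1.06. The 3 called members with the smallest p, given next, were all among the 5 that rose. *Nfkbia*, the inhibitor that NF-kB induces, rose by 0.78 on the log2 scale (standard error 0.092, adjusted p = 9.86e-06) and *Tnfaip3*, another feedback inhibitor, by 0.98 (standard error 0.134, adjusted p = 3.78e-05, quasi-likelihood F test). *Ptgs2*, cyclooxygenase 2, rose by 2.86 (standard error 0.398, adjusted p = 4.26e-05, quasi-likelihood F test). Genes that respond to EGF receptor and ERK signalling held more higher than lower members, with 10 higher and 0 lower of 18 tested members in edgeR's quasi-likelihood F test (the same when adjusted over the list alone, and 1 lower at an unadjusted p under 0.05, in DESeq2, in limma's voom and without GIP-Cre control replicate 3). In the SST-Cre line alone, 9 were higher and 2 lower. *Dusp4*, a phosphatase of MAP kinases, rose by 3.95 (standard error 0.184, adjusted p = 3.41e-09, quasi-likelihood F test), with 3.44 in the GIP-Cre and 4.46 in the SST-Cre line (interaction adjusted p = 0.0038, quasi-likelihood F test). The EGF receptor ligands *Areg* and *Hbegf* rose by 2.49 (standard error 0.098, adjusted p = 1.28e-09) and 1.70 (standard error 0.122, adjusted p = 1.28e-07, quasi-likelihood F test). *Areg* went from 311 ± 47.9 to 1807 ± 169.9 CPM (mean ± SD, n = 3) in the GIP-Cre and from 455 ± 30.4 to 2466 ± 90.2 in the SST-Cre line. *Areg* (ENSMUSG00000029378) lies on chromosome 5 of GRCm38 from 91139599 to 91148432. *Dusp4* (ENSMUSG00000031530) lies on chromosome 8 from 34807297 to 34819894. *Hbegf* (ENSMUSG00000024486) lies on chromosome 18 from 36504927 to 36515805. *Ptgs2* (ENSMUSG00000032487) lies on chromosome 1 from 150100031 to 150108227. *Tnfaip3* (ENSMUSG00000019850) lies on chromosome 10 from 19000910 to 19015657.

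As a list the NF-kB targets did not pass camera (adjusted p = 0.447, and adjusted p = 0.699 with an estimated correlation), though 87.5% of them were called, more than among the other tested genes (Fisher's exact test, adjusted p = 0.03). Fisher's test takes genes as independent, while targets measured in the same 12 libraries may move together. The EGF and ERK list was higher by camera (adjusted p = 0.000267), a call lost at adjusted p = 0.165 with an estimated correlation. All 41 genes drawn in Supplementary Figure 3 passed in the direction of its heatmaps, and since the study chose them on these samples they are not independent evidence.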

(a) Heatmaps showing DE genes (filtered by p-adjusted value of <0.05) involved in the TNFα (pathway ID: mmu044668) signalling pathway.
(b) Schematic showing the expression changes of genes involved in TNFα signalling pathways. Red and blue shows the upregulated and downregulated genes, respectively. Schematic is adapted from the Pathview versions of the pathways.
Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), with gene annotation from the Ensembl dataset in BioMart (v2.40.5). Heatmaps were generated using the Pheatmap tool.

## Slide 5

P53 Signalling
a
b
Control
Metformin
Cell Cycle
DNA
Damage
Hypoxia
Nutrient
Deprivation
Tp53
Tp53
Cell cycle arrest: Sfn, Gadd45a
Apoptosis: Pmaip1, Shisha5, Perp,
Zmat3, Siah1b, Pidd1
Angiogenesis: Serpine1, Serpineb5
DNA repair: Sesn3, Rm2
Exosome: Steap3
P53 negative feedback: Ccng2, Ppm1d
Supplementary Figure 4. The effect of metformin on the expression of genes involved in the P53 signalling pathway.

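Of 22 tested targets of p53, the transcription factor of DNA damage and stress, 10 were higher and 2 lower with metformin, also when adjusted over the list alone. *Gadd45a*, a growth arrest gene, rose by 2.75 on the log2 scale (standard error 0.161, adjusted p = 2.23e-08, quasi-likelihood F test), from 21.8 ± 7.13 to 120.4 ± 8.14 CPM (mean ± SD, n = 3) in the GIP-Cre and from 48.2 ± 7.34 to 395 ± 14.7 in the SST-Cre line. *Plk2*, a polo-like kinase, rose by 1.57 (standard error 0.128, adjusted p = 3.92e-07), *Perp*, a membrane protein of cell junctions, by 1.00 (standard error 0.083, adjusted p = 4.66e-07) and *Sfn*, the 14-3-3 sigma protein, by 2.00 (standard error 0.191, adjusted p = 1.59e-06, quasi-likelihood F test). *Gadd45a* (ENSMUSG00000036390) lies on chromosome 6 of GRCm38 from 67035096 to 67037457. *Plk2* (ENSMUSG00000021701) lies on chromosome 13 from 110395046 to 110400844. *Perp* (ENSMUSG00000019851) lies on chromosome 10 from 18845020 to 18857073. *Sfn* (ENSMUSG00000047281) lies on chromosome 4 from 133600556 to 133602168. The list was higher than the other tested genes by camera (adjusted p = 0.0072), a call lost at adjusted p = 0.217 with an estimated correlation. Of the 15 tested genes of the paper's own p53 schematic, 11 were higher and 4 lower, also when adjusted over the list alone (camera adjusted p = 0.00418, and adjusted p = 0.211 with an estimated correlation). They include *Serpine1*, an inhibitor of plasminogen activation, at 2.40 (standard error 0.18, adjusted p = 1.86e-07, quasi-likelihood F test). The study chose the schematic's genes, and the 26 drawn in the heatmap, on these samples, so their direction is not independent evidence, and the schematic shares 5 genes with the list of p53 targets.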

(a) Heatmap showing DE genes (filtered by p-adjusted value of <0.05) involved in the P53 signalling pathway (pathway ID: mmu04115). The colour keys showing the z-scores are shown on the right. Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), with gene annotation from the Ensembl dataset in BioMart (v2.40.5). Heatmaps were generated using the Pheatmap tool.
(b) Schematic showing the expression changes of genes involved in the P53 signalling pathway. Red and blue shows the upregulated and downregulated genes, respectively. Schematic is adapted from the Pathview version of the pathway.

## Slide 6

b
a
Ileal
Slc2a5 (GLUT5)
0.005
0.004
0.003
Relative Expression (vs actb)
0.002
0.001
p=0.10
0.000
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
m
m
C
m
0
0
1
1
0
1
Duodenal
Slc2a5 (GLUT5)
0.025
0.020
0.015
Relative Expression (vs actb)
0.010
*
0.005
0.000
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
m
m
C
m
0
0
1
1
0
1
Supplementary Figure 5. The effects of different concentrations of metformin on the expression of Slc2a5 in duodenal and ileal 2D monolayer cultures.
(a) qPCR analysis of expression of Slc2a5 (GLUT5) in mouse duodenal organoid derived 2D monolayer cultures in response to metformin pre-treatment from 10 µM to 1 mM for 24 hours. n=9 wells from 3 independent experiments. Results are mean ± SEM. *, P<0.05, **, P<0.01, ***, P<0.001. One way ANOVA and Bonferroni post-hoc test.
(b) qPCR analysis of expression of Slc2a5 (GLUT5) in mouse ileal organoid derived 2D monolayer cultures in response to metformin pre-treatment from 10 µM to 1 mM for 24 hours. Results are mean ± SEM. n=9 wells from 3 independent experiments. *, P<0.05, **, P<0.01, ***, P<0.001. One way ANOVA and Bonferroni post-hoc test.

## Slide 7

b
a
d
c
Supplementary Figure 6. The effect of metformin on mitochondrial redox state in intestinal cells.
(a, b)Example traces in which NAD(P)H and FAD autofluorescence were simultaneously measured in control (a) and metformin (b) pre-treated cells.
(c,d) The effect of control (red dots) and metformin (blue dots) on NAD(P)H (c) and FAD (d) autofluroescence in the presence of glucose (Gluc, 10mM) with or without FCCP (1uM). Each dot denotes one cell. ***; P<0.001, Two-way ANOVA. n= 92 cells (control) and 70 cells (metformin), experiments from 4 dishes.

## Slide 8

UK-5099
10G
UK-5099
10G
Supplementary Figure 7. The effects of metformin on mitochondrial pyruvate transport.
The effects of the mitochondrial pyruvate carrier inhibitor UK-5099 (10µM) on Pyronic fluorescence in control (red) and metformin (blue) treated cells. Changes in Pyronic fluorescence expressed as fold change. Data expressed as Bars are median ± 95% confidence interval. Control: n= 27 cells from 4 dishes, metformin: n=17 cells from 3 dishes. **, P<0.01. Mann-Whitney U test.

## Slide 9

)
n
i
40
e
t
***
o
r
p=0.067
p
g
30
m
**
/
)
n
i
20
m
/
l
o
m
10
p
(
(
R
C
0
O
e
e
e
t
s
n
a
i
o
v
m
c
u
u
a
r
l
t
y
G
u
P
l
G
Supplementary Figure 8. The effect of metformin on basal respiration of different substrates.
The effects of metformin on basal respiration (oxygen consumption rate (OCR) normalised to the protein content of wells assessed by BCA after cell lysis at the end of the experiment) of intestinal cells incubated with glucose (10mM), glutamine (4mM) or pyruvate (1mM) at 1 hour prior to the start of measurements. n=4-5 wells from 4 independent experiments (except pyruvate, where 3 independent experiments). ***; P<0.001, **; P<0.01. Two-way ANOVA and Bonferroni post-hoc test.

## Slide 10

Upregulated GO
Processes
Downregulated GO
Processes
b
a
Supplementary Figure 9. The effects of metformin on mitochondrial processes identified from GO analysis
(a and b) GO analysis for upregulated (a) and downregulated (b) processes affected by metformin treatment. Hits % is the number of differentially expressed DE genes in a GO process divided by total number of genes in the pathway. Count represents the number of DE genes.
Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), with gene annotation from the Ensembl dataset in BioMart (v2.40.5). Gene Ontology analysis was performed using the goseq tool.

## Slide 11

Oxidative Phosphorylation
Metformin
Control
Supplementary Figure 10. The effects of metformin on the expression of genes involved in oxidative phosphorylation.
Heatmaps showing differentially expressed genes (filtered by p-adjusted value of <0.05) involved in oxidative phosphorylation, as identified as a gene ontology (GO) term from GO enrichment analysis. 

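All 18 genes of this heatmap passed edgeR's test in the direction drawn, which is not independent evidence since the study chose them on these samples. Among subunits of complex I, *Ndufb3* had a log2 fold change of 0.43 (standard error 0.099, adjusted p = 0.00215) and *Ndufa9*, which helps to hold the arms of the complex together, 0.37 (standard error 0.087, adjusted p = 0.00268, quasi-likelihood F test). *Sdhc*, a membrane anchor of complex II, had 0.35 (standard error 0.083, adjusted p = 0.0027, quasi-likelihood F test). The share of called genes among the 36 tested subunits of complex I was 25%, lower than among the other tested genes (Fisher's exact test, adjusted p = 0.023), but this rested on GIP-Cre control replicate 3. Without it the share was 44.4%, with 57.1% among the other genes (Fisher's exact test, adjusted p = 0.369, chosen after the results were seen), and limma's voom called 18 of the subunits with it. Fisher's test also takes genes as independent, which subunits of 1 complex may not be. In the GIP-Cre line 2 of these subunits were higher and 4 lower, and in the SST-Cre line 11 were higher and 0 lower by edgeR's test (0 lower also at an unadjusted p under 0.05, in DESeq2 and in limma's voom). Of the subunits of complexes II to V, 1 was higher and 8 were lower in the GIP-Cre line, and 10 were higher and 1 lower in the SST-Cre line. Without GIP-Cre control replicate 3 the GIP-Cre line turned, to 10 higher and 1 lower for complex I and 9 higher and 4 lower for complexes II to V, while the SST-Cre line had 20 subunits of complex I higher, and 16 higher and 3 lower of complexes II to V. *Ndufb3* (ENSMUSG00000026032) lies on chromosome 1 of GRCm38 from 58586384 to 58595964. *Ndufa9* (ENSMUSG00000000399) lies on chromosome 6 from 126821721 to 126849136. *Sdhc* (ENSMUSG00000058076) lies on chromosome 1 from 171127165 to 171150603.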

Relative expression is normalised to the z-scores for each gene. Each box indicates a separate plate and the corresponding organoid line.
Analysis was performed using Bioconductor software packages in RStudio (v.1.2.5019), with gene annotation from the Ensembl dataset in BioMart (v2.40.5). Gene Ontology analysis was performed using the goseq tool, and heatmaps were generated using the Pheatmap.

## Slide 12

b
a
Basal-out
Hk1
*
0.010
0.008
0.006
Relative Expression (vs actb)
0.004
0.002
0.000
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
m
u
C
m
0
0
1
0
1
1
Hk2
0.015
0.010
Relative Expression (vs actb)
0.005
0.000
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
m
u
C
m
0
0
1
0
1
1
Villin
DAPI
Slc2a1
0.04
0.03
Relative Expression (vs actb)
0.02
0.01
0.00
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
m
m
C
m
0
0
1
1
0
1
Slc5a1
0.3
0.2
Relative Expression (vs actb)
0.1
0.0
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
m
m
C
m
0
0
1
1
0
1
Gdf15
0.015
***
0.010
Relative Expression (vs actb)
0.005
0.000
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
u
u
C
m
0
0
1
1
0
1
Slc2a2
0.08
0.06
Relative Expression (vs actb)
0.04
0.02
0.00
l
t
t
t
o
e
e
e
r
M
M
M
t
n
M
M
M
o
m
m
C
m
0
0
1
1
0
1
Supplementary Figure 11. The effects of metformin on basal out organoids.
(a) Confocal images of mouse basal-out (right) intestinal organoids stained with villin (green) and DAPI (blue). Scale bar is 30 µm.
(b) qPCR analysis of expression of select glucose transporters (Slc5a1, Slc2a2 and Slc2a1), hexokinases (Hk1 and Hk2) and Gdf15 in mouse basal-out organoids in response to metformin pre-treatment from 10 µM to 1 mM for 24 hours. n=10-12 wells from 4 independent experiments. Results are mean ± SEM. *, P<0.05, **, P<0.01, ***, P<0.001. One way ANOVA and Bonferroni post-hoc test.

How the deposited data were processed for this re-analysis (not part of the article)

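Poly(A)-selected RNA from duodenal organoids of 2 mouse lines, grown as 2D monolayer cultures, was measured after 24 h with vehicle or 1 mM metformin. The lines were plated in 3 separate plates, with 3 cultures per line and treatment, which makes 12 libraries in 4 groups. The authors aligned the reads to GRCm38 with STAR 2.5.0, and deposited 1 table of whole read counts per gene and library, without normalization. The counting tool, its strand setting, the annotation release and the design formula of the authors' DESeq2 runs are not given in the sources used here. The table's 4 sums that name no gene (reads in no feature, ambiguous, aligned to several places, or unmapped) were left out of library sizes and tests. Together they held 34.2% to 41.98% of the reads in 11 libraries and 57.26% in GIP-Cre control replicate 3.

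Of 53465 gene IDs in the table, 53274 carry a symbol and 53360 are in GENCODE M21, from which coordinates on GRCm38 were taken. Counts in genes per library were 13268270 to 25223679 in GIP-Cre control, 19000033 to 22977316 in GIP-Cre metformin, 18428617 to 23147286 in SST-Cre control and 18336747 to 21733034 in SST-Cre metformin cultures.

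Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 13174 genes, and libraries were scaled by TMM. Metformin was compared with control over both lines by edgeR's quasi-likelihood F test with line as an additive term, and within each line by a model of the 4 groups, which also gave the test of whether the effect differs between lines and the comparison of the lines in control cultures. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 0.3 in size were called higher or lower. The test of the difference between lines used the adjusted p alone. Levels are CPM, the counts scaled to a common library size with TMM. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

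Gene lists, named genes, comparisons and alternatives were fixed before the data were examined, after the paper and its figures had been read, and no list was drawn from the paper except the p53 schematic of Supplementary Figure 4b. There were 43 lists: carbohydrate pathways (glycolysis, gluconeogenesis, pentose phosphate pathway, fructose, galactose and mannose metabolism, glycogen metabolism, hexose transporters, alcohol and retinol dehydrogenases), mitochondrial functions (citrate cycle, complex I, complexes II to V, mitochondrial DNA encoded, import, calcium uptake, proteases and chaperones, DNA maintenance, ribosome, aminoacyl-tRNA synthetases), cell division and RNA synthesis (DNA replication, mismatch and base excision repair, mitosis, RNA polymerase subunits), the lysosome, signalling targets (p53, ATF4, NRF2, HIF1, NF-kB, EGF and ERK, PPAR alpha, cholesterol synthesis), xenobiotic P450s, metformin transport, and markers of cell types (enterocyte, stem, regenerative, Paneth, goblet, enteroendocrine, tuft, fibroblast, leukocyte and endothelium) and of sex-linked genes. Lists with at least 3 tested members were tested by limma's camera on log2 CPM (prior count 2) with a preset correlation of 0.01 and again with an estimated one, and by Fisher's exact test for the share of called genes, with p adjusted over the 42 tests (41 lists and the mitochondrial lists together). Fisher's test takes genes as independent and makes no allowance for correlated members of a list. The tests of lists between the lines, and the counts of list members by other tools, and counts and Fisher's tests without GIP-Cre control replicate 3, were added after the results were seen.

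Named in the text are every gene that the paper names from its RNA-seq, the other tested hexose transporters, the 8 higher and 8 lower genes with the smallest p, the 3 called members of each list with the smallest p (4 in lists of 20 or more tested members), the 6 genes per direction with the smallest p for the difference between lines, and the 4 per direction between lines in control cultures. Predicted genes were passed over. The mitochondrial ribosomal RNAs and the genes said below to be so were chosen after their values were seen.

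Alternatives were DESeq2's size factors, size factors from genes that were not called, no filter, a filter of 1 CPM in 6 libraries, DESeq2's test, limma's voom with quality weights, no line term, the paper's steps in DESeq2 (size factors from genes with an adjusted p over 0.05, local dispersion fit) without line, with line and with the fold threshold inside the test, no fold threshold, the threshold inside edgeR's test, an adjusted p under 0.01, the libraries of a line alone, the replicate number as a block, leaving out each library in turn and, for lists, fry and each line alone. Leaving out both GIP-Cre libraries numbered 3 was added after seeing the data. The replicate numbers are shared between treatments, and the study plated its cultures in 3 separate plates without saying which libraries share one. The deviations from group means of control and metformin libraries with the same number correlated at 0.181 to 0.37 across genes for the 3 pairs of the GIP-Cre line and at -0.024 to 0.011 for those of the SST-Cre line. In the GIP-Cre line, however, control replicate 2 correlated better with metformin replicate 1 (0.233) than with its own number (0.181), and control replicate 1 with metformin replicate 2 at 0.11. These values alone show a likeness of both GIP-Cre libraries numbered 3 (0.37) and do not show that numbers 1 and 2 pair libraries.

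Tested on simulated data made from these libraries, the comparison over both lines recovered 43.3% of genes changed by 1.5-fold, 77.6% at 2-fold and 97% at 4-fold, with 7 false calls. The test of the difference between lines recovered 3%, 20.9% and 78.8%. Each simulation changed only 67, 67 and 66 of 13174 genes at these folds, whereas 51.1% of the tested genes passed in the data. The shares recovered and the false calls therefore may not hold where so many genes change. A simulated changed list was recovered, and of 20 unchanged lists 0 were called by camera. The simulated genes varied independently of each other, so this does not test camera's calls for lists whose genes are correlated. The paper's quantitative PCR, uptake, respiration and imaging experiments have no values among the counts and were left out, and the enrichment of database terms was not repeated.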

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

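The tests of counts taken by few genes, of length and GC content as the whole cause, of the difference between lines without GIP-Cre control replicate 3 and under other scaling, and of the mitochondrial transcripts were chosen after the results were seen. Library measures and genes were checked for samples far from the others in 54 groups of 6 libraries of 1 treatment, and 9 stood apart, where chance flags about 1 in 20 groups.

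GIP-Cre control replicate 3 lay far from the other 5 control libraries in reads in no annotated feature (16.21%), unmapped reads (5.96%), genes detected (15812), *Gm42418* (15.04% of gene counts) and the share of the 10 largest genes (24.84%), and GIP-Cre metformin replicate 3 from the other 5 metformin libraries in reads in no feature (4.42%), *Gm42418* (2.8%) and the 10 largest genes (11.17%). Counts that few genes take from the others are not the cause: with its 10 largest genes left out and all libraries thinned to the 9961934 counts that it has left, other pairs of libraries within groups correlated across genes at 0.979 to 0.984 and it correlated with its group at 0.942. Its deviation followed GC content (Spearman's rho across genes 0.401, while in the other 3 groups it lay between -0.172 and 0.192), but taking off a fit on length and GC content, which held 16.5% of the variance of the deviation, left the correlation at 0.951, so this is not the whole cause. With all libraries thinned to 13268270 counts, 347 genes had counts in this library alone, against 257 to 296 in each of the other controls and 183 to 208 in each metformin library. Genomic DNA or unspliced RNA in the library would give such an excess. GIP-Cre metformin replicate 3, also high in reads in no feature, had the fewest such genes (183), so this count does not decide it. No biological explanation was tested, as the culture shares its line and treatment with 2 others.

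For 1261 genes the metformin effect differed between the lines by the interaction in edgeR's test. GIP-Cre control replicate 3 is not the cause, since 3355 genes passed without it and all 1261 were among them. The count hardly moved with other scalings of the libraries, with 1254 genes under size factors from genes that were not called and 1257 under DESeq2's size factors. These scalings shifted the log2 fold changes over both lines by a median of only -0.029 and -0.004. They therefore cannot decide whether a scaling that departs further would change the count. With line labels exchanged within each treatment, 2 of 100 drawn assignments, the real one included, gave as many genes and the highest other gave 2063, but this exchange also moves the difference between the lines that is there without metformin (1693 genes), so whether chance can be excluded cannot be told from it. The lines differ without metformin in genes that bear on their origin and cell types: the 4 tested Y chromosome genes were lower in SST-Cre control cultures (median -2.31; camera adjusted p = 0.000279, and adjusted p = 0.151 with an estimated correlation), and so were 15 of 18 enterocyte markers. Whether such differences, or passage, may cause the different response was not tested and stays open.

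Reads of the mitochondrial ribosomal RNAs *mt-Rnr1* (log2 fold change 2.32, adjusted p = 0.000104, quasi-likelihood F test) and *mt-Rnr2* (1.42, adjusted p = 0.00413), chosen after their values were seen and not discussed by the paper, rose with metformin, as did *mt-Tw*, a transfer RNA with 552 counts in all (2.70, adjusted p = 8.74e-05), *mt-Co1* and *mt-Nd5* (1.10, adjusted p = 0.0132), while *mt-Nd1*, *mt-Nd2*, *mt-Nd4* and *mt-Nd6* did not pass. The size of the rise differed between the lines for *mt-Rnr1*, at 1.40 in the GIP-Cre and 3.24 in the SST-Cre line (interaction adjusted p = 0.0279, quasi-likelihood F test). For *mt-Rnr2*, with estimates of 0.66 and 2.17, the difference did not pass (interaction adjusted p = 0.126, the same test). GIP-Cre control replicate 3 takes part in the estimates of the GIP-Cre line, since its *mt-Rnr2*, at 889 CPM, lay above GIP-Cre metformin replicates 1 and 2, at 613 and 554, and far above the other GIP-Cre controls, at 262 and 233, and its *mt-Co1* lay at 55.5 against 491 and 454. Reads lost to a copy of the stretch with 0 counts could not raise the ribosomal RNAs, which lie outside it (*mt-Rnr1* 2.32), but for *mt-Co1* (2.24), which borders the stretch, this cannot be told apart from a change of the transcript, since the part of each gene that a copy may cover was not measured. An equal share of reads lost in both treatments would lower the counts of *mt-Co1* but leave its fold change, and whether the share was equal was not measured. Against such a loss as the cause, *mt-Nd4*, which overlaps the other end of the stretch, did not rise (-0.33, standard error 0.194, adjusted p = 0.172, quasi-likelihood F test), and *mt-Nd5*, away from the stretch, rose by 1.81 in the SST-Cre line. In the GIP-Cre line the *mt-Nd5* estimate of 0.40 rests on control replicate 3, at 12.2 CPM. The other GIP-Cre controls had 58.9 and 49.9 CPM, and the metformin libraries 43.7 to 60.0. More ribosomal RNA left in the libraries with metformin cannot be told apart either. *Gm42418*, at -0.91 (standard error 0.939, adjusted p = 0.439, quasi-likelihood F test), has too wide a spread to decide. Its negative sign comes from GIP-Cre control replicate 3, at 193900 CPM. The other GIP-Cre controls had 5230 and 4051 CPM, against 6090 to 30120 with metformin. SST-Cre controls had 3046 to 9938 CPM, against 5581 to 8597 with metformin. The ribosomal *n-R5-8s1* rose by 1.48 (standard error 0.468, adjusted p = 0.0163, the same test). A change in transcription or decay of mitochondrial RNA with metformin may also contribute and was not tested.

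*Slc2a1* in SST-Cre metformin replicate 3, at 9.79 log2 CPM, lay above the other 5 metformin libraries, at 9.56 to 9.65. The metformin effect, as SST-Cre minus GIP-Cre log2 fold change in the interaction test, was larger in the SST-Cre line for *Acta1* (2.37), *Agr2* (0.70), *Aldh1b1* (1.06), *Birc5* (0.96), *Casp3* (1.11), *Cdc20* (0.75), *Dera* (0.44), *Dhcr24* (0.69), *Dmbt1* (1.22), *Dusp4* (1.03), *Hmgcs1* (0.90), *Ldlr* (0.59), *Lyz1* (0.69), *Pbk* (1.34), *Pfkm* (0.65), *Pold2* (1.28), *Sema7a* (0.93) and *Tgm2* (1.33), in signed terms. It was below that of the GIP-Cre line for *Axin2* (-1.15), *Fgf15* (-1.14), *Irf2bp1* (-2.16), *Jdp2* (-1.98), *Jrk* (-4.17), *Krt4* (-2.20), *Lrrc14* (-3.78), *Plagl2* (-2.10), *Ppp1r15b* (-1.81), *Pycr1* (-0.62), *Slc2a1* (-0.57) and *Twnk* (-1.41). For *Axin2*, *Dera*, *Dhcr24*, *Ldlr*, *Lyz1*, *Pfkm*, *Pycr1* and *Slc2a1* this call was lost without any 1 of 6 to 10 libraries (adjusted p = 0.0506 to 0.111, quasi-likelihood F test).

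Among gene lists that the paper does not discuss, targets of NRF2, the regulator of the antioxidant response, had 16 higher and 0 lower of 20 tested members by edgeR's test (0 lower also at an unadjusted p under 0.05, in DESeq2 and in limma's voom; camera adjusted p = 2.65e-06, and adjusted p = 0.0163 with an estimated correlation), the list that passed with either correlation, with *Nqo1* at 1.43 (standard error 0.073, adjusted p = 6.45e-09), *Slc7a11* at 2.10 (standard error 0.09, adjusted p = 2.54e-09) and *Srxn1* at 1.75 (standard error 0.128, adjusted p = 1.51e-07, quasi-likelihood F test). Targets of HIF1, the regulator of the hypoxia response, had 10 higher and 1 lower of 15 (camera adjusted p = 0.00512, and adjusted p = 0.449 with an estimated correlation), 11 and 1 in the GIP-Cre and 5 and 2 in the SST-Cre line (7 members with a called interaction; camera on the interaction, adjusted p = 4.1e-06, and adjusted p = 0.284 with an estimated correlation), with *Adm* at 3.16 (standard error 0.243, adjusted p = 2.32e-07) and *P4ha1* at 1.20 (standard error 0.121, adjusted p = 2.68e-06, quasi-likelihood F test). The citrate cycle had 12 of 18 members higher (camera adjusted p = 0.000535, and adjusted p = 0.321 with an estimated correlation). Markers of tuft cells had 6 higher of 8 and 0 lower by edgeR's test (0 also at an unadjusted p under 0.05, in DESeq2 and in limma's voom; camera adjusted p = 0.00646, and adjusted p = 0.165 with an estimated correlation), among them *Dclk1* at 1.29 (standard error 0.209) and *Trpm5* at 0.96 (standard error 0.131). Markers of enteroendocrine cells had 11 higher and 1 lower of 19 (camera adjusted p = 0.0432, and adjusted p = 0.347 with an estimated correlation), among them *Gcg* at 1.46 (standard error 0.23) and *Tph1* at 0.52 (standard error 0.094), and the camera call was lost at 0.0505 to 0.0683 without any 1 of 6 libraries (GIP-Cre control replicate 2, GIP-Cre metformin replicate 3, SST-Cre control replicate 1 or 3, SST-Cre metformin replicate 1 or 3). Markers of Paneth cells had 3 higher of 9 and 0 lower by edgeR's test (0 also at an unadjusted p under 0.05, in DESeq2 and in limma's voom; camera adjusted p = 0.0449, and adjusted p = 0.586 with an estimated correlation), namely *Ang4* at 0.85 (standard error 0.111), *Lyz1* at 0.92 (standard error 0.131) and *Defa24* at 0.73 (standard error 0.268). Without GIP-Cre control replicate 3, 8 of the 9 were higher, and the camera call was lost at 0.0549 to 0.0939 without any 1 of 8 libraries (all but GIP-Cre control replicate 1 and 3 and GIP-Cre metformin replicate 1 and 2).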

How the results depend on the processing

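The rerun without both GIP-Cre libraries numbered 3 and the counts of list members without GIP-Cre control replicate 3 were chosen after the results were seen. Under 27 alternatives, the 157 genes named for metformin kept their direction throughout: 4148 gene and setting pairs stayed on the same side of the threshold, 76 lost the call and 8 gained it, and 123 genes stayed on the same side in every alternative. Of the gene lists, 706 list and setting pairs were the same, 70 weaker and 22 stronger. In each of 28 settings more genes were lower than higher, with 40.3% to 48.1% of the called genes higher.

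Over both lines, 3110 higher and 3620 lower genes became 1438 and 2128 with 2-step DESeq2 with the fold threshold inside the test, and ranged from 2849 to 3538 and from 3325 to 3985 when each library was left out. In the GIP-Cre line 4993 genes became 3181 at an adjusted p under 0.01 and 2959 from the libraries of the line alone (3895 to 6260 without 1 library). The SST-Cre line's 6485 stayed within 1.5 times (5576 to 7868 without 1 library). The difference between lines (1261) was 2077 with DESeq2, 3848 with limma's voom, 433 at an adjusted p under 0.01, 3914 without both GIP-Cre libraries numbered 3, and 681 (without GIP-Cre metformin replicate 2) to 3355 (without GIP-Cre control replicate 3). Lines in control cultures (1693) gave 3359 with voom, 765 with the fold threshold inside the test, 740 at an adjusted p under 0.01, 3333 without both libraries numbered 3, and 907 (without SST-Cre control replicate 3) to 3034 (without GIP-Cre control replicate 3). Lists higher and lower (14 and 10 of 41) became 1 and 0 with camera's estimated correlation (5 and 5 at an unadjusted p under 0.05), and 10 to 17 and 7 to 10 without 1 library. The leading principal component's 68.3% of the variance became 50.1% over all tested genes. Apart from the settings whose construction is stricter or uses fewer libraries, the cause was not tested.

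*Csf1r* lost its call without any 1 of 8 libraries, all but GIP-Cre control replicates 1 and 3, SST-Cre control replicate 1 and SST-Cre metformin replicate 2 (adjusted p = 0.0565 to 0.149, quasi-likelihood F test) and *Defa24* without any 1 of 9, all but GIP-Cre control replicate 3 and GIP-Cre metformin replicates 1 and 2 (adjusted p = 0.0523 to 0.0875, the same test). The cholesterol synthesis list lost its camera call without any 1 SST-Cre library (adjusted p = 0.057 to 0.0669), the stem cell list without GIP-Cre control replicate 2 (0.0501), and the goblet cell list gained one without GIP-Cre control replicate 3 (0.0329). Without GIP-Cre control replicate 3, all 42 lists with a tested member held more called members over both lines in the same direction as with it, while in 16 the higher or the lower count moved by over 1.5 times. Within the GIP-Cre line 4 of 6 libraries, and within the SST-Cre line 1 of 6, correlated best with their own replicate number across genes. With the number as a block 3188 genes were higher and 3436 lower over both lines, 5376 were called in the GIP-Cre and 6862 in the SST-Cre line, and 1437 differed between lines. The block ended the call of *Csf1r* (adjusted p = 0.0589, quasi-likelihood F test) and the camera call of the alcohol and retinol dehydrogenases (adjusted p = 0.055), so that 9 lists were lower, and changed no other call of the genes named for metformin or of a list under metformin. Of 30 named genes with a called interaction, all kept its sign in every alternative and 8 lost the call in at least 1, each of them without any 1 of 6 to 10 single libraries: *Axin2*, *Dera*, *Dhcr24*, *Ldlr*, *Lyz1*, *Pfkm*, *Pycr1* and *Slc2a1* (adjusted p = 0.0506 to 0.111, quasi-likelihood F test). The block ended that call for *Dera* (adjusted p = 0.0562, the same test) and *Ldlr* (0.0631). At this depth genes with a few counts per library could not be tested. Changes of 1.5-fold over both lines were recovered in 43.3% of simulated genes, in a simulation that changed far fewer genes than passed in the data.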

Differences from the paper's values

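Of the 28 settings used in this part, the one without both GIP-Cre libraries numbered 3 was chosen after the results were seen. With the paper's stated thresholds, an adjusted p under 0.05 and a log2 fold change of 0.3, 3620 genes were lower with metformin, against the paper's 1660 downregulated genes. Of 26 alternatives set before the data were examined, 2-step DESeq2 with the fold threshold inside the test (2128) was within 1.5 times of the paper's value and the other 25, up to 4311, were not. That setting gave 1438 higher genes, against the paper's 2378. The steps that the paper describes, with the threshold applied to the estimate, gave 2931 higher and 3796 lower genes without a line term and 3225 and 4311 with it. Genes higher with metformin numbered 3110, within 1.5 times of the paper's 2378. The paper counts more upregulated than downregulated genes, while more were lower than higher in each of the 28 settings run here.

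The paper places mitochondrial protein import among its upregulated terms, where the list used here, which is not the paper's term, had 3 members higher and 13 lower of 34 (5 and 13 without GIP-Cre control replicate 3), although every gene of import drawn in Fig. 5d had the drawn direction. *Creb3* is drawn as upregulated in the schematic of Supplementary Figure 3, where it was lower here at -0.99 (standard error 0.12, adjusted p = 1.18e-05, quasi-likelihood F test), as it is in the heatmap of the same figure. All 265 genes read from the paper's heatmaps and from the plot of Fig. 3a, *Creb3* by its heatmap, passed in the direction drawn there.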

Other observations

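The tests of gene lists between the lines were chosen after the results were seen, as were *Chac1*, *Trib3*, *Lct* and *Mcm5*. Cytochrome P450s of xenobiotic metabolism were mostly lower with metformin: of 16 tested, 0 were higher and 15 lower by edgeR's test (0 higher also at an unadjusted p under 0.05, in DESeq2 and in limma's voom, and the same counts when adjusted over the list alone; camera adjusted p = 3.1e-06, and adjusted p = 0.165 with an estimated correlation). *Cyp2b10* had a log2 fold change of -1.87 (standard error 0.093, adjusted p = 5.77e-09), *Cyp2d26* -1.82 (standard error 0.102, adjusted p = 1.69e-08) and *Cyp2c68*, which has close paralogs, -2.84 (standard error 0.166, adjusted p = 2.25e-08, quasi-likelihood F test). Markers of enterocytes, where these genes are expressed, were also lower. Of 4 tested genes of metformin transport, 0 were higher and 2 lower by edgeR's test (0 higher at an unadjusted p under 0.05 and in DESeq2, and 1 in limma's voom; camera adjusted p = 0.179, and adjusted p = 0.321 with an estimated correlation): *Slc22a1*, an organic cation transporter, at -1.20 (standard error 0.124, adjusted p = 3.2e-06) and *Slc6a4*, the serotonin transporter, at -1.44 (standard error 0.232, adjusted p = 0.000148, quasi-likelihood F test). The list of cholesterol synthesis, which also holds *Ldlr*, the LDL receptor and not an enzyme of the pathway, had 12 members higher and 3 lower of 22 (camera adjusted p = 0.0424, and adjusted p = 0.586 with an estimated correlation), with *Ldlr* at 1.11 (standard error 0.12), *Msmo1* at 0.90 (standard error 0.103) and *Dhcr24*, the last step of the pathway, at -0.99 (standard error 0.132). In the GIP-Cre line 5 of its members were higher and 5 lower and in the SST-Cre line 15 higher and 2 lower, 11 had a called interaction, and the list passed camera on the interaction with either correlation (adjusted p = 2.48e-10, and adjusted p = 0.0131 with an estimated correlation). The lines differed in it before treatment: in control cultures 11 members were lower in the SST-Cre line and 0 higher by edgeR's test (0 higher also at an unadjusted p under 0.05, in DESeq2 and in limma's voom), with a median of -0.65 (camera adjusted p = 4.07e-09, and adjusted p = 0.0226 with an estimated correlation), and in metformin treated cultures the median was 0.07 (camera adjusted p = 0.172, and adjusted p = 0.426 with an estimated correlation). Of 16 tested targets of PPAR alpha, 5 were higher and 2 lower (camera adjusted p = 0.322, upwards, and adjusted p = 0.543 with an estimated correlation), with a median log2 fold change of 0.21 and a mean of -0.20, since *Cd36* (-3.97 (standard error 0.651)) and *Hmgcs2* (-1.91 (standard error 0.333)) were far lower. The value of *Cd36* rested on few reads, with 6 counts over the metformin libraries, 4 of them at 0, against 124 over the control libraries. Targets of ATF4, the regulator of the integrated stress response, had 9 higher and 5 lower of 24 (camera adjusted p = 0.217, and adjusted p = 0.771 with an estimated correlation), with *Mthfd2* at 0.81 (standard error 0.094) and *Asns* at 0.73 (standard error 0.104). In the GIP-Cre line 13 were higher and 2 lower, with a median of 0.52, and in the SST-Cre line 5 were higher and 10 lower (8 and 10 without GIP-Cre control replicate 3), with a median of 0.03. Of these members 11 had a called interaction (camera on the interaction, adjusted p = 4.17e-09, and adjusted p = 0.218 with an estimated correlation).

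Markers of cell states moved as well. Of 9 tested stem cell genes, 1 was higher and 5 lower (camera adjusted p = 0.0348, and adjusted p = 0.347 with an estimated correlation), with *Olfm4* at -2.71 (standard error 0.234) and *Axin2*, a target of Wnt signalling, at -1.95 (standard error 0.224). Genes of regenerating epithelium had 7 higher and 5 lower of 13 (camera adjusted p = 0.131, and adjusted p = 0.313 with an estimated correlation; 92.3% called, Fisher's exact test, which takes genes as independent, adjusted p = 0.0293, and 0.0837 without GIP-Cre control replicate 3), with *Cldn4* at 2.12 (standard error 0.12), *Ccn1* at 2.53 (standard error 0.154) and *Ly6a* at 0.79 (standard error 0.089) higher. Goblet cell markers had 2 higher and 0 lower of 8 by edgeR's test (0 lower also at an unadjusted p under 0.05, in DESeq2 and in limma's voom; camera adjusted p = 0.173, and adjusted p = 0.49 with an estimated correlation), *Agr2* at 0.85 (standard error 0.121) and *Zg16* at 0.63 (standard error 0.149), and 5 higher without GIP-Cre control replicate 3. Few genes of other tissues were detected: of the fibroblast list 0 genes had enough counts to be tested by edgeR, and of leukocytes and endothelium 2 were tested, of which *Csf1r* was lower at -1.36 (standard error 0.544, adjusted p = 0.0482, quasi-likelihood F test), a call lost at adjusted p = 0.0589 with the replicate number as a block, and 0 passed when adjusted over the list alone. Of 4 tested sex-linked genes, *Eif2s3y* rose with metformin by 1.07 (standard error 0.2) and 0 were lower by edgeR's test (0 also at an unadjusted p under 0.05, in DESeq2 and in limma's voom; camera adjusted p = 0.327, and adjusted p = 0.586 with an estimated correlation).

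Of 41 lists tested by camera on the interaction, 12 had a metformin effect that was higher in signed terms in the SST-Cre line and 3 one that was lower, and with an estimated correlation 2 (DNA replication and cholesterol synthesis) and 0 by camera (3 and 2 at an unadjusted p under 0.05).

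By camera with an estimated correlation, enterocyte markers passed between the lines in control and in metformin treated cultures, targets of ATF4 and cholesterol synthesis, given above, in controls, and DNA replication and mitochondrial proteases and chaperones in metformin treated cultures. The interaction did not pass for targets of ATF4 (adjusted p = 0.218 with an estimated correlation) or for the proteases and chaperones (adjusted p = 0.0839 with an estimated correlation), so for these no difference between control and metformin treated cultures is shown by that test. In control cultures, targets of ATF4 were higher in the SST-Cre line (21 of 24 members; camera adjusted p = 1.12e-22, and adjusted p = 0.0247 with an estimated correlation), among them *Trib3* by 1.42 and *Chac1* by 1.21 on the log2 scale, and markers of enterocytes were lower (15 of 18; camera adjusted p = 1.31e-13, and adjusted p = 0.0116 with an estimated correlation), among them *Lct*, lactase, at -2.37. In metformin treated cultures 1284 genes were higher and 2133 lower in the SST-Cre than in the GIP-Cre line (2253 and 3124 without GIP-Cre control replicate 3), with 15 of 18 enterocyte markers lower (camera adjusted p = 4.75e-08, and adjusted p = 0.0214 with an estimated correlation), and genes of DNA replication 21 higher and 1 lower of 42 (camera adjusted p = 9.08e-08, and adjusted p = 0.0214 with an estimated correlation), among them *Mcm5* at 0.75 (adjusted p = 0.0024, quasi-likelihood F test). Of 18 mitochondrial proteases and chaperones, 8 were higher there (camera adjusted p = 3.42e-05, and adjusted p = 0.0214 with an estimated correlation). Targets of ATF4 there had 9 higher and 5 lower (camera adjusted p = 0.0081, and adjusted p = 0.426 with an estimated correlation), with *Trib3* at 0.15 (adjusted p = 0.628, quasi-likelihood F test) and *Chac1* at -0.52 (adjusted p = 0.0106, the same test).

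With treatment labels exchanged among the 12 libraries and line kept as a term, 1 of 100 drawn splits, the real one, gave as many genes for those higher (3110, highest other 1526) and 1 of 100 for those lower (3620, highest other 1526). A grouping of these libraries by chance is thus unlikely, at a share under 0.05. The other splits, with a median of 0 genes, mix the treatments on each side, so the metformin effect itself widens their spread. The splits say nothing of other organoid lines. For the GIP-Cre line (4993), the SST-Cre line (6485) and the lines in control cultures (1693), the 10 splits of 3 against 3 libraries, of which 1 each gave as many genes, are too few for a share under 0.05, with a highest other of 0 genes by edgeR's test.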
